# Newly Evolved Endogenous Retroviruses Prime the Ovarian Reserve for Activation

**DOI:** 10.21203/rs.3.rs-8081066/v1

**Published:** 2025-12-03

**Authors:** Yasuhisa Munakata, Mengwen Hu, Raissa Dani, Naokazu Inoue, Richard Schultz, Satoshi Namekawa

## Abstract

Female mammals are born with a finite pool of non-growing oocytes (NGOs) housed in primordial follicles, which form the ovarian reserve that determines reproductive lifespan. Mechanisms underlying the reserve’s long-term maintenance and subsequent follicular activation remain elusive. Using total RNA sequencing and de novo transcriptome assembly, we first captured the comprehensive oocyte transcriptome across perinatal oogenesis in mice. We show that NGOs establish accessible chromatin at gene regulatory elements—including promoters and enhancers—partly driven by newly evolved endogenous retroviruses (ERVs). In NGOs, epigenetic priming for follicular activation involves prior loading of transcription factors TCF3 and TCF12 and non-phosphorylated form of RNA polymerase II at these sites. This primed state is counteracted by repression via Polycomb Repressive Complex 1-mediated H2AK119 ubiquitylation. We propose that ERV-mediated epigenetic priming underlies the ovarian reserve’s long-term maintenance and establishes a transcriptionally competent yet repressive configuration that enables rapid gene activation upon oocyte growth.

## Introduction

Transposable elements (TEs) have coevolved with host genomes, which in turn exploit TEs to enhance reproductive fitness^1–3^. Many TEs function as gene regulatory elements—such as promoters and enhancers—that drive tissue- and cell type-specific gene expression^4,5^. The germline is a central arena in the evolutionary arms race between TEs and the host genome, where TE activity is finely tuned to support germline gene regulation^1,6,7^. Through this ongoing host–TE interplay, male and female germlines undergo distinct, unidirectional differentiation following sex determination, orchestrated by epigenetic priming^8,9^.

In the female germline, this differentiation culminates in formation of a finite pool of non-growing oocytes (NGOs) that reside within primordial follicles, whose maintenance sustains female fertility for decades in humans^10–13^. The size and quality of this follicle pool—known as the ovarian reserve—determine both fertility and reproductive lifespan. Prior to ovarian reserve formation, oocytes enter meiotic prophase I (MPI), during which homologous chromosomes synapse and recombine. Oocytes then arrest at the dictyate stage of MPI and form NGOs around birth. During the reproductive lifetime, the ovarian reserve progressively diminishes as primordial follicles are activated and enter the growth phase. Upon follicular activation, NGOs undergo massive transcriptional upregulation^14,15^ and transition to growing oocytes (GOs). GOs accumulate proteins, RNAs, and organelles that support early preimplantation development as they grow, ultimately becoming full-grown oocytes (FGOs) in preparation for maturation and fertilization^16–18^.

The transcriptome specific to GOs includes transcripts initiated from promoters of a subset of TEs, specifically long terminal repeat (LTR) retrotransposons^19–22^, many of which are not annotated as known genes^20^. This group comprises the autonomous Endogenous Retrovirus-L (ERVL) family and ERVL-apparent LTR retrotransposons (ERVL-MaLR)—a non-autonomous subclass originating from the ERVL family. Nevertheless, the full repertoire of oocyte transcripts and mechanisms that orchestrate genome-wide transcriptional activation—and the potential role of TEs in epigenetic priming—remain largely unexplored, largely due to the difficulty of isolating sufficient numbers of NGOs to comprehensively characterize transcriptomes and chromatin dynamics^8^.

To address this gap, we applied our recently developed pipeline for mouse NGOs^23–25^ to perform **de novo** transcriptome assembly and chromatin accessibility profiling across key stages of perinatal oogenesis—from MPI through ovarian reserve formation to oocyte growth. During ovarian reserve formation, NGOs acquire accessible chromatin at regulatory elements, including promoters and enhancers, many associated with newly evolved ERVs, specifically the ERVK family and ERVL-MaLR. We further identified an epigenetic priming mechanism in NGOs in which transcription factors TCF3 and TCF12^26^, together with RNA polymerase II, are already loaded to these sites but counteracted by Polycomb Repressive Complex 1–mediated H2AK119 ubiquitylation (H2AK119ub)^23,25^. These findings suggest that the ovarian reserve is actively maintained in a transcriptionally primed state and poised for later activation at the onset of oocyte growth.

## Results

### Identification of novel oocyte transcripts during perinatal oogenesis

In mice, ovarian reserve formation, which takes place around birth, is marked by several critical events that occur during a relatively short period of time, starting with germline cyst breakdown, followed by entry into dictyate arrest and assembly of primordial follicles (Fig. 1a)^27–30^. During this period, perinatal oocytes undergo the Perinatal Oocyte Transition (POT), during which they exit MPI and become NGOs^15,23^. A second major developmental transition, the Primordial-to-Primary Follicle Transition (PPT), occurs when a subset of NGOs is recruited to initiate oocyte growth. Both POT and PPT are characterized by extensive transcriptional reprogramming^15,31^.

To comprehensively define the full repertoire of oocyte transcripts and their gene expression dynamics during these major developmental transitions of perinatal oogenesis, we performed quantitative strand-specific total RNA sequencing (RNA-seq) and de novo transcriptome assembly at representative stages of mouse oogenesis. Specifically, we analyzed ribosomal RNA-depleted total RNA isolated from oocytes marked by the *Stella*-GFP transgene at four critical stages of development: embryonic day 18.5 (E18.5), corresponding to oocytes in the MPI stage residing in germline cysts (E18O); postnatal day 1 (P1), representing oocytes undergoing cyst breakdown during POT (P1O); P5 to 6, when oocytes have completed POT and reside in primordial follicles as NGOs; and P6 to 7, when oocytes have initiated growth and reside in primary follicles as GOs during PPT (Fig. 1a).

To enable per-cell resolution of transcriptome dynamics, we employed strand-specific total RNA-seq with ERCC spike-in controls^32^ to normalize expression to cell number. This approach addressed a major limitation of previous total RNA-seq studies in oogenesis, which lacked quantitative comparability across developmental stages due to the absence of normalization for input cell number^20,22^. 

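The RNA-seq experiment held 12 libraries, 3 from each of the 4 stages, made from female mice that carried the Stella-GFP transgene, a reporter of the germ cell gene Dppa3. E18O, P1O and NGOs were sorted by FACS, whereas GOs were picked by hand under a stereomicroscope, so the method of collection and the stage cannot be told apart in comparisons with GOs. The methods give 2 independent biological replicates in one sentence and 3 in another, and the deposited values hold 3 columns for every stage. After adapter trimming with Trim-galore 0.6.7, the authors aligned the reads to GRCm38 with STAR 2.5.4b, kept those with a single alignment, and counted them on GENCODE vM25 genes with featureCounts 2.0.1. They deposited the result as TPM for 55,291 genes. The libraries were strand specific, but the paper's text does not name the strand setting used for counting, so overlapping and antisense genes are uncertain. In TPM the reads of a gene are divided by its length and each library is scaled to the same total, and a value is therefore a share of the library and carries no information on the RNA content of an oocyte. The table holds 0 genes with an ERCC name, so scaling to cell number was neither included in the values nor repeatable from them.
Gene lengths, biotypes and coordinates were taken from GENCODE vM21, whose gene names matched 53,292 of the genes of the table, and depth was recovered from the TPM values. Multiplied by the exon length of the gene, 98.7 to 98.9% of the low values of each library (under 200 reads) came within 0.01 of a whole number of reads. On this scale the E18O libraries held 42,716,264 to 59,959,319 reads on genes (median 56,468,361), the P1O libraries 67,797,292 to 71,951,062 (median 69,616,675), the NGO libraries 79,067,374 to 95,425,639 (median 83,854,639) and the GO libraries 55,242,883 to 63,890,554 (median 57,360,013). In units of 1e+09 reads, the 12 libraries summed to 0.803, where the paper reports 1.12 uniquely mapped concordant reads in the same unit, and the values analysed here rest on the reads assigned to genes. For a gene of 1000 nt, the limit that a count of 0 allows (3 reads) was 0.124 to 0.252 TPM, which covers counting error only. Genes shorter than 400 nt weigh heavily in TPM: in E18O they took 15.6 to 17.4% of the TPM of a library but 0.595 to 0.720% of its reads, and in GOs 2.40 to 3.44% of the TPM and 0.0873 to 0.105% of the reads. Differences between stages were tested with limma on log2(TPM + 1), fitted to all 12 libraries with a trend of the variance on mean expression, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and a change of at least 2-fold. Because of the pseudocount of 1, these log2 changes understate those of genes with low TPM.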

The biological triplicates showed a high correlation within each developmental stage, ensuring reproducibility and robustness of the data (Extended Data Fig. 1a). 

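Across all genes of the table, Pearson's r of TPM between libraries of the same stage ranged from 0.980 to 0.999 in E18O, 0.996 to 1.000 in P1O, 0.980 to 0.991 in NGOs and 0.972 to 1.000 in GOs (3 pairs each). These coefficients run across genes, which are not independent replicates, and rest largely on the genes with the highest TPM. On the log2(TPM + 1) scale the lowest of the 12 pairs within a stage was 0.988, and Spearman's rho over expressed genes was at least 0.971. Between stages, r of TPM was 0.945 to 0.988 for E18O with P1O, 0.904 to 0.971 for P1O with NGOs and 0.525 to 0.691 for NGOs with GOs (9 pairs each). In TPM the lowest pairs of E18O, of NGOs and of GOs thus lay within the range seen between E18O and P1O. On the log2(TPM + 1) scale they did not: the highest of the 54 pairs between stages was 0.986, below every pair within a stage. No pair of libraries of the same stage held identical values, but libraries made from the same RNA would differ as well. For the chi-square per gene of the recovered reads, sampling noise alone gives about 1. It was 2.75 to 4.63 within P1O, within GOs and between E18O replicates 1 and 2, and 17.9 to 130 for the other pairs. Whether the closer libraries came from separate animals cannot be told from these values. All tests took the 3 libraries of a stage as biological replicates. E18O replicate 3 was the library farthest from the others of its stage: over the 7,457 genes above 20 TPM, the SD of its log2 deviations was 0.456, against 0.0795 to 0.256 for the other libraries.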

After performing quality control and mapping the reads to the mouse genome (Fig. 1b), we assembled transcripts and classified the resulting de novo assembled transcripts into two categories: known transcripts, which overlapped with the GENCODE reference annotation, and novel transcripts, which did not (Extended Data Fig. 1b).

Our final oocyte transcript annotation consisted of 168,506 transcripts, including 28,210 mono-exonic and 140,296 multi-exonic transcripts, after exclusion of those originating from the Y chromosome and mitochondrial genome. In total, these transcripts were assigned to 56,335 genes (Fig. 1b, Extended Data Fig. 1b). In comparison to the 53,795 genes annotated in GENCODE (vM25, excluding Y-linked and mitochondrial genes), our assembly identified 4,829 novel genes (Fig. 1c, Supplemental Data Set 1). Notably, among all de novo-assembled genes, 13.5% (7,595 genes) were known genes that expressed previously unannotated multiple transcripts. Compared to a previous study that reported 82,939 oocyte transcripts from NGOs and GOs^20^, our dataset detected substantially more transcripts, as illustrated by representative genome browser views (Extended Data Fig. 1c).

To predict coding potential of novel transcripts, we used three independent programs: CPC2^33^, CPAT^34^, and CodAn^35^. The majority of novel transcripts were predicted to be non-coding (Extended Data Fig. 2a). Although the set of predicted coding transcripts varied across the three programs, 29 transcripts were consistently predicted to be coding by all three (Extended Data Fig. 2b). Many of these putative coding transcripts were located in intergenic regions (Extended Data Fig. 2c). Several showed partial homology to known proteins, including arf-GAP and HGH1 (Extended Data Fig. 2d, e). Although further characterization is needed, these results suggest that a subset of the novel genes may encode proteins homologous to known proteins.

Next, we defined 59,023 expressed transcripts as those with expression levels exceeding one transcript per million (TPM) in at least one of the four developmental stages, of which 21,150 were novel (Extended Data Fig. 3a, Supplemental Data Set 2). Remarkably, each developmental stage contained more than 10,000 novel transcripts (Fig. 1d). These novel genes exhibited robust expression, often at levels comparable to or exceeding those of known genes, particularly in GOs, although their expression was relatively lower in E18O, P1O, and NGOs (Extended Data Fig. 3b). These finding underscore the high abundance and dynamic regulation of novel transcripts throughout key stages of oogenesis.

Because multiple transcripts can arise from a single gene (e.g., through alternative promoter usage or alternative splicing), we next assessed gene-level expression to remove redundant read counts originating from the same locus, applying the same threshold (>1 TPM in at least one of the four developmental stages). Using this criterion, we identified 22,563 expressed genes, which were categorized into four groups based on k-means clustering of their expression patterns normalized by TPM (Fig. 1e), highlighting the two major transitions of POT and PPT. 

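A mean above 1 TPM over the 3 libraries of at least 1 stage was reached by 19,073 of the 55,291 genes of the table (34.5%), and 13,244 of these were protein coding. The other 36,218 included 18,289 genes at 0 in every library. By stage, 16,149 genes exceeded the threshold in E18O, 15,069 in P1O, 15,178 in NGOs and 14,053 in GOs, with 11,620 above it in all 4. The paper's text does not say how replicates were combined. Moving the threshold shifted the number most, to 21,965 at 0.5 TPM and 16,373 at 2 TPM. Among the 19,073 genes, 17,921 (94.0%) differed among the 4 stages in limma's moderated F test with a Benjamini-Hochberg adjusted p under 0.05. In POT (E18O to NGO), 5,878 genes were called changed, 2,924 higher and 2,954 lower, and the libraries of the 2 stages did not overlap for 69.5% of the genes tested, where chance gives 10%. In PPT (NGO to GO), 7,608 genes were called, 2,911 higher and 4,697 lower, with 82.8% not overlapping. The split in PPT depends on the scaling of the libraries. After scaling by the median of ratios, 4,208 genes were called higher and 2,894 lower. From E18O to P1O 3,553 genes were called (1,603 higher), and from P1O to NGO 1,434 (1,042 higher). Without the 2-fold minimum, which moved these numbers most, 13,790 genes passed in POT and 14,866 in PPT.
k-means clustering into 4 groups was run on row z-scores of the stage means of log2(TPM + 1), a scaling chosen here because the paper's text does not name one, and the groups were numbered from the strongest fall to the strongest rise between E18O and GO. Group 1 held 5,277 genes, Group 2 5,434, Group 3 3,165 and Group 4 5,197. Their mean z-scores peaked at 1.25 in E18O, 0.52 in P1O, 1.03 in NGOs and 1.29 in GOs, respectively. The choice of scaling decides much of the membership: 47.0% of the genes stayed in the same group when rows were centred but not divided by their SD, and 31.1% when log2(TPM + 1) was clustered as it is.

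**Figure D1:**
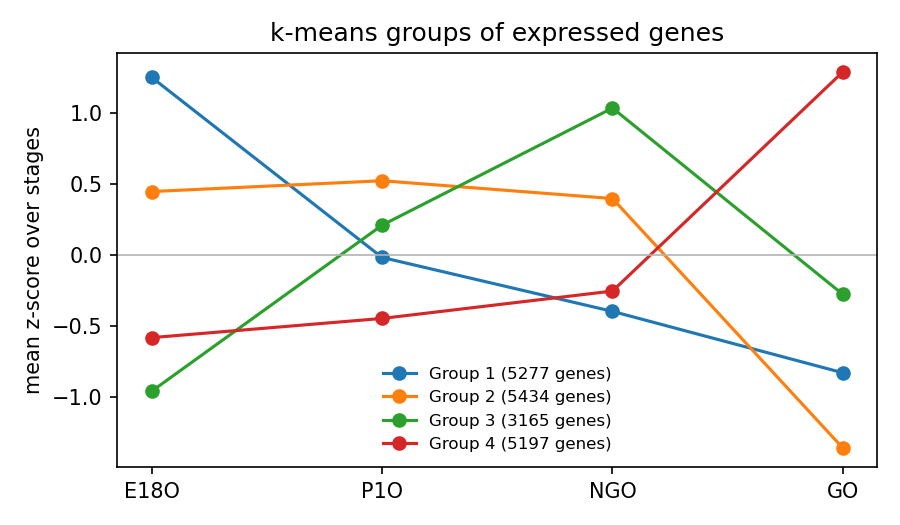
Mean z-score (vertical axis) of the expressed genes of each k-means group at E18O, P1O, NGO and GO (horizontal axis); each point is the mean over the genes of a group. Group 1 is highest in E18O (1.25), Group 2 falls to -1.36 in GO, Group 3 is highest in NGO (1.03) and Group 4 in GO (1.29).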

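The change of MPI genes in POT was measured with a list of 38 genes of synapsis and meiotic recombination drawn up from general knowledge, as the paper's GO terms were not used here. Of the 37 that were expressed, 24 were called lower in NGOs than in E18O and 0 higher (24 when adjusted over the list alone). With no minimum fold, 31 of the 37 had an adjusted p under 0.05 in limma. The median log2 change of the list was -1.52, against -0.04 for all genes tested. limma's camera test, with a preset correlation of 0.01 between genes, gave an adjusted p of 6.5e-07 (Benjamini-Hochberg over 5 lists). limma's fry test gave 3.1e-07, but camera with the correlation estimated from the data (0.36) gave 0.348. In the k-means groups numbered by their fall from E18O to GO, 24 of the 37 belonged to Group 1 and 12 to Group 2. Sycp1, on chromosome 3 of GRCm38 from 102,818,499 to 102,936,100, fell from 482 ± 202 TPM in E18O to 77.8 ± 15.3 in NGOs (SD, n = 3). Its log2 change was -2.53 (SE 0.29, adjusted p = 1.4e-05 in limma). Syce3 had the largest decrease of the list (-4.76). Sycp3, in contrast, was at 1550 ± 435 TPM in E18O and 1666 ± 222 in NGOs, a difference within the spread of the replicates (adjusted p = 0.515 in limma), and it fell only later, to 199 ± 2.95 in GOs. Its small change in POT was positive (0.14) but negative without E18O replicate 3 (-0.12).

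**Figure D2:**
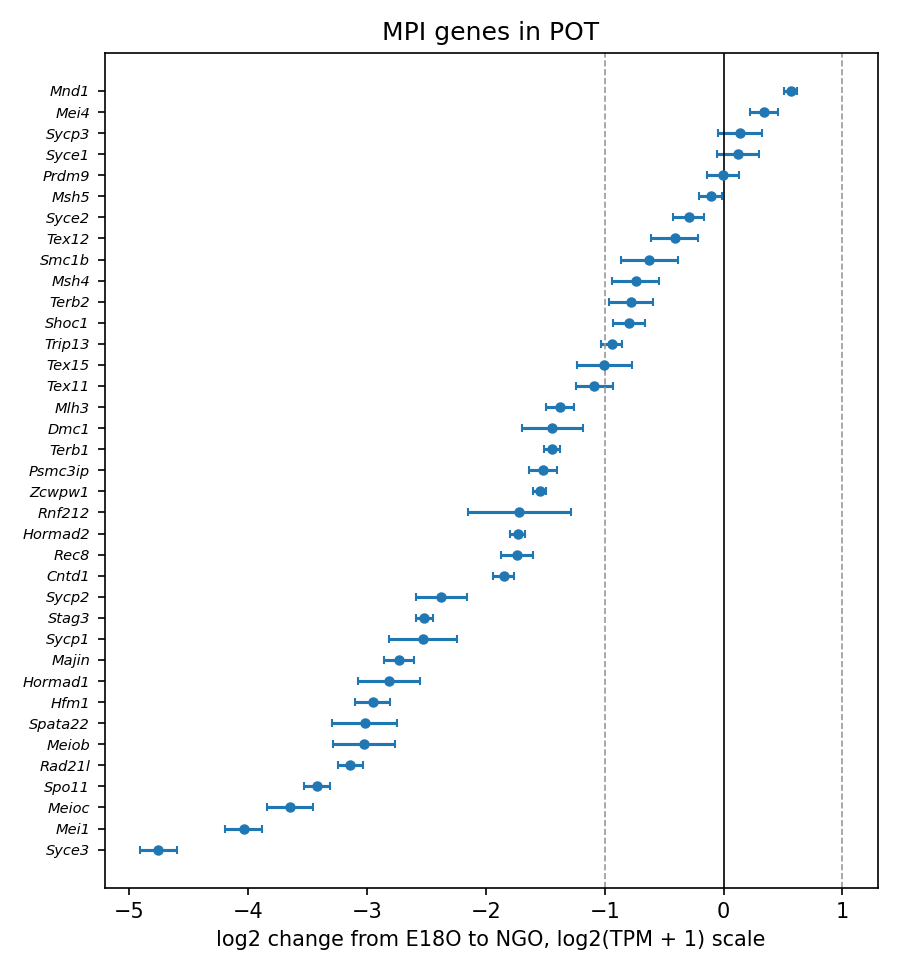
Log2 change from E18O to NGO on the log2(TPM + 1) scale (horizontal axis) of the 37 expressed MPI genes (vertical axis); points are limma estimates, bars ± 1 SE, and dashed lines mark a 2-fold change. The estimates run from -4.76 (Syce3) to 0.58 (Mnd1), with 4 genes above 0.

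The median log2 change in POT was -0.07 in Group 2 (166 genes called higher and 264 lower) and 1.14 in Group 3 (1,797 higher and 0 lower). As the groups were formed from the same stage means, these directions are partly set by the clustering. Metabolic genes were represented by 78 subunits of oxidative phosphorylation, of which 75 were expressed. They had a median change of 0.01 in POT, with 7 called higher and 1 lower (8 in all when adjusted over the list alone). With no minimum fold, 40 of the 75 had an adjusted p under 0.05 in limma, and 38 of the 75 changes were above 0, so the members went both ways. camera in limma did not separate the list from other genes (adjusted p = 0.998), and fry, which tests the list by itself for a common direction, gave 0.968. Their place in the groups was nonetheless uneven, with 58 in Group 2 and 13 in Group 3. Of the 8 condensin subunits, Ncapg (105 ± 21.1 to 212 ± 21.6 TPM) and Ncaph (49.3 ± 3.08 to 115 ± 6.34 TPM; SD, n = 3) were called higher in NGOs, with log2 changes of 1.02 and 1.20, and 0 were called lower. The change of Ncapg was under 2-fold without E18O replicate 3 (0.84), NGO replicate 1 (0.95) or NGO replicate 3 (0.99), and after scaling by the median of ratios (0.99). Without E18O replicate 3 the decrease of Smc2 (-0.33) also grew to -0.61 with an adjusted p of 0.00067 in limma. The median of this list (-0.04) and its mean (0.18) differ in sign. In limma it passed fry (adjusted p = 3.6e-05) but not camera (0.856).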

Group 1 genes were expressed during the MPI stage and enriched for GO terms associated with MPI processes (Extended Data Fig. 3c), while genes in Groups 2 and 3 were upregulated during POT and were associated with metabolic pathways and chromosome condensation, reflecting the transition from MPI to NGOs. To more accurately quantify expression dynamics per cell, which are often distorted by conventional normalization methods, we further normalized expression levels based on cell number using ERCC spike-ins, after excluding genes with very low or no expression (Fig. 1e, “Others”: 33,772 genes), as their signals were at background levels. This analysis revealed that the majority of detectable genes were upregulated in the PPT, quantitatively demonstrating the global transcriptional activation that follows follicle activation (Fig. 1f).

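The values analysed here are on the TPM scale, without the ERCC step, and describe shares of each library. Over the 19,073 expressed genes, the median log2 ratio of GO to NGO was -0.39, and 34.3% of the genes were above 0 (6,535 higher and 12,407 lower). For the 9 pairs of a GO and an NGO library the median ran from -0.42 to -0.30. Scaling by the median of ratios moved it most, to -0.04, with 47.9% of the genes above 0. Changes of single genes can be read against these medians. Among the 12,475 genes above 1 TPM in both stages, the median ratio of GO to NGO was 0.775. On a scale per cell, the median gene of this set would be higher in GOs if a GO held more than 1.29 times the RNA of an NGO.

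**Figure D3:**
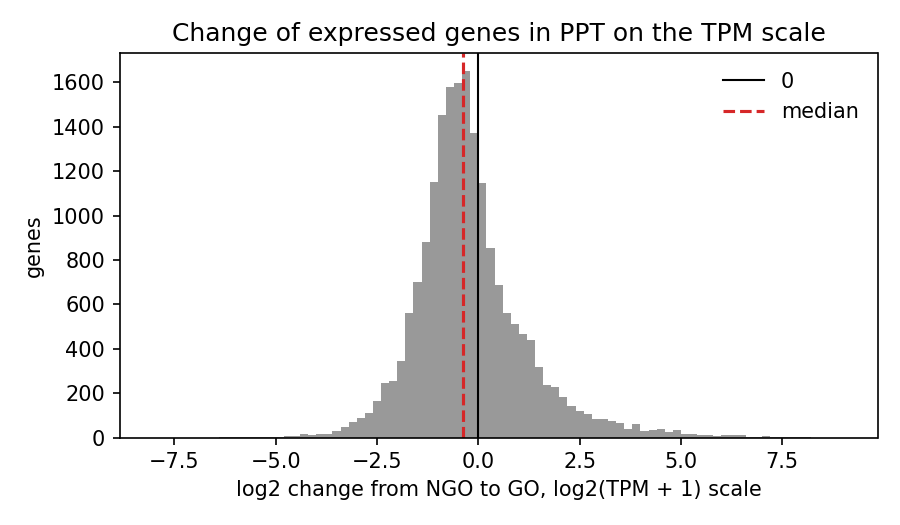
Number of expressed genes (vertical axis) by log2 ratio of GO to NGO on the log2(TPM + 1) scale (horizontal axis, bins of 0.2); the dashed line marks the median of the 19,073 genes, -0.39.

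Of the 2,911 genes called higher in PPT, 2,844 belonged to Group 4. As the groups were formed from the same stage means, this overlap is largely set by the clustering. A list of 19 oocyte growth genes had a median log2 change of 1.96, with 11 called higher and 2 lower (13 in all when adjusted over the list alone). It passed camera (adjusted p = 1.3e-05) and fry (1.1e-12) in limma, but not camera with an estimated correlation of 0.07 (0.0521). Zp3 rose from 875 ± 20.3 TPM in NGOs to 9718 ± 198 in GOs and Gdf9 from 461 ± 27.0 to 7066 ± 63.1 (SD, n = 3). Bmp15 rose by 5.29 on the log2 scale. The genes called lower were Figla (-1.23, but -0.73 and under 2-fold after scaling by the median of ratios) and Sohlh1 (-2.54). Kit changed by -0.53, but by -0.02 after scaling by the median of ratios (adjusted p = 0.814 in limma). Among protein-coding genes of at least 10 TPM, the 5 largest increases were those of Oosp1, Obox2, Pabpc1l, Zar1l and Gm13023, with log2 changes of 7.63 to 8.17. Oosp1 (chromosome 19 of GRCm38, 11,667,460 to 11,691,150) went from 3.48 ± 0.388 to 1289 ± 30.2 TPM, with an SE of 0.10 and an adjusted p of 8.1e-13 in limma. Obox2 and Gm13023 belong to multigene families and are uncertain: 42.5% and 16.1% of the 100-nt stretches of their longest transcripts also occur in other genes. Among the largest decreases were those of Krt83 (-6.37), Adam19 (-5.87), Selenop (-5.75) and Hist1h2an (-5.59). Adam19, for example, fell from 81.1 ± 4.01 to 0.410 ± 0.113 TPM. Hist1h2an is a histone gene of 393 nt with 83.3% of its stretches shared, so its value is uncertain. From expression per cell after ERCC normalization, the paper concludes that most detectable genes were upregulated in the PPT and that follicle activation is followed by a global activation of transcription.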

In GOs, a group of TEs—specifically certain families of ERVs—are highly transcribed and act as promoters for oocyte-specific transcripts^19–22^. Among the 59,023 expressed transcripts, 7,092 had transcription start sites (TSSs) overlapping with TEs in the same transcription direction; notably, 6,166 of these (86.9%) were novel transcripts (Fig. 1g). Of the TEs located at TSSs of novel transcripts, 86.2% were ERVs (Extended Data Fig. 3d). Within these, 42.9% were ERVKs (with RLTR10 comprising 19.8%) and 40.5% were ERVL-MaLRs (with mouse-specific MTA_Mm accounting for 22.1%) (Extended Data Fig. 3d). RLTR10 elements are newly evolved, mouse-specific ERVKs that emerged after the mouse–rat divergence approximately 12–14 million years ago^36^. MTA elements amplified in mice ~2–10 million years ago, younger than RLTR10s, likely expanding along the *Mus musculus* lineage^37^. A previous study identified 3,498 transcripts with TE-derived promoters during oogenesis^20^, and our findings corroborated and expanded this repertoire. Notably, TE usage varied across expression groups: ERVKs and SINEs were predominant in Group 1 and 2 genes, which were highly expressed in MPI and NGO stages, while ERVL-MaLRs dominated in Group 3 and 4 genes, which became active during the transition from NGOs to GOs (Fig. 1h). The changes reflect a progressive shift in promoter TE usage throughout oogenesis, particularly from MPI to GOs.

### The accessible chromatin landscape in perinatal oogenesis

To identify gene regulatory regions responsible for the dynamic shifts in gene expression that we observed, we performed omni-ATAC-seq^38^ (assay for transposase-accessible chromatin using sequencing) to identify accessible chromatin regions in perinatal oocytes during POT (Fig. 2a, Extended Data Fig. 4a). From E18O to NGO, we observed dramatic changes in chromatin accessibility (Fig. 2a), with a significant increase in the number of ATAC peaks, particularly within intronic and intergenic regions (Fig. 2b). The ATAC signal intensity remained largely unchanged in gene-proximal regions (±1 kb from TSSs), but progressively increased in gene-distal regions (beyond ±1 kb from TSSs) (Fig. 2c), where accessible chromatin is frequently bound by cell-specific transcription factors and functions as enhancers to regulate gene expression^39–41^.

We further characterized the ATAC peaks through a clustering analysis, in which they were grouped into seven classes based on their enrichment profiles (Fig. 2d, e). Classes 3 and 4 showed increased accessibility, with Class 3 specific to P1O/NGO (25,301 peaks) and Class 4 to NGO (23,804 peaks), predominantly in distal regions from TSSs (Extended Data Fig. 4b). 

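TCF3 (also called E2A) and TCF12 (HEB) are encoded by Tcf3, on chromosome 10 of GRCm38 from 80,409,514 to 80,433,647, and Tcf12, on chromosome 9 from 71,842,688 to 72,111,871, both on the minus strand. In the RNA-seq libraries neither gene shared a 100-nt stretch with another annotated transcript. Tcf3 was at 176 ± 20.1 TPM in E18O, 237 ± 5.83 in P1O, 241 ± 14.0 in NGOs and 124 ± 1.16 in GOs (SD, n = 3). Tcf12 was at 58.6 ± 11.4, 57.5 ± 1.69, 41.2 ± 5.09 and 23.8 ± 0.212 TPM in the same stages. The lowest single library was at 122 TPM for Tcf3 and 23.7 TPM for Tcf12, above the limit set by the depth. Both genes differed among the stages in limma's F test (adjusted p = 7.6e-07 and 9.2e-06). In POT, Tcf3 rose by 0.46 on the log2 scale (SE 0.07, adjusted p = 0.00022 in limma), and the rise lay between E18O and P1O (0.43, adjusted p = 0.00048 in limma). With genes under 400 nt left out, an alternative chosen after seeing the data, the rise in POT was 0.31 (adjusted p = 0.0039 in limma). That was the lowest of the alternatives, and the highest rise of Tcf3 in POT was 0.55, without E18O replicate 3. From P1O to NGO its change of 0.03 was within the spread of the replicates, and it was -0.11 with an adjusted p of 0.031 in limma once the trend of each library with GC content and length was removed, an alternative chosen after seeing the data. Tcf12 fell by 0.48 in POT (SE 0.13, adjusted p = 0.0062 in limma), and its adjusted p was 0.0516 when limma was fitted to the 6 libraries of E18O and NGO alone. In PPT both decreased, Tcf3 with a log2 change of -0.96 (adjusted p = 4.5e-07) and Tcf12 with -0.76 (adjusted p = 0.00027 in limma). Scaling by the median of ratios reduced these decreases to -0.45 and -0.27. None of these changes of Tcf3 or Tcf12 reached 2-fold, but that of Tcf3 in PPT did without NGO replicate 1 (-1.00) and with genes under 400 nt left out (-1.02).

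**Figure D4:**
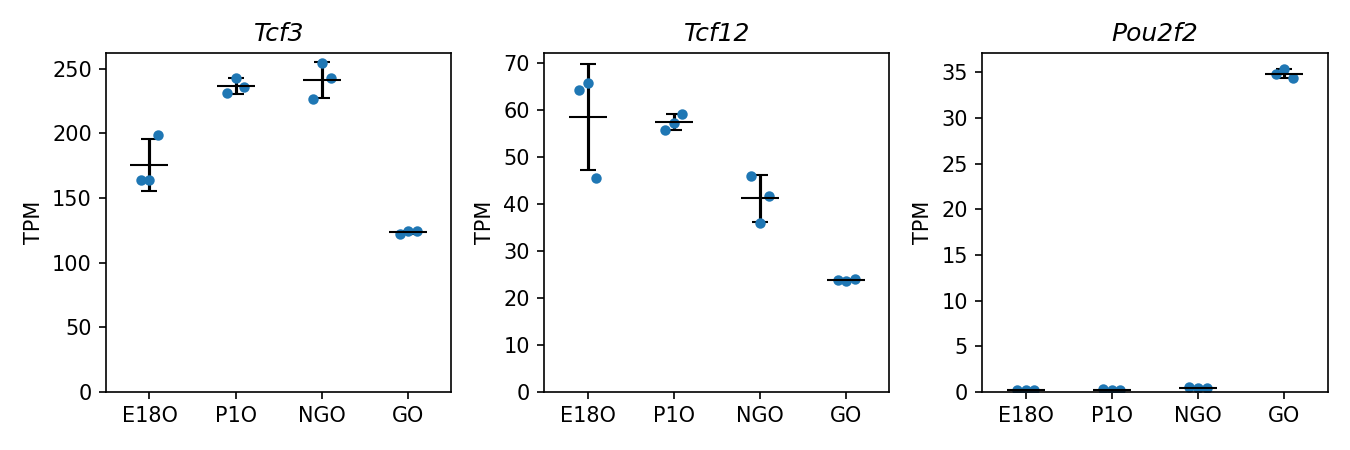
TPM (vertical axis) of Tcf3, Tcf12 and Pou2f2 at E18O, P1O, NGO and GO (horizontal axis); points are libraries and bars show the mean ± SD of 3 libraries. The lowest library is at 122 TPM for Tcf3 and 23.7 TPM for Tcf12, and Pou2f2 reaches 34.9 TPM in GO.

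Of the other transcription factors shown with TCF3 and TCF12 in Fig. 2g, Tfap4 rose from 44.4 ± 3.31 TPM in E18O to 315 ± 12.8 in NGOs and was at 26.7 ± 0.307 in GOs. Pou2f2 was at or below 0.436 TPM before GOs and at 34.9 ± 0.483 TPM there, a log2 change of 4.64 in PPT (adjusted p = 1.4e-12 in limma). Tfe3 increased in PPT from 18.3 ± 0.723 to 50.0 ± 0.550 TPM. Mafk decreased from 48.6 TPM in E18O to 15.6 TPM in GOs. Yy1 decreased from 78.0 to 31.4 TPM over the same stages, although its change in PPT alone (-0.55) was -0.06 after scaling by the median of ratios (adjusted p = 0.607 in limma). Pou3f3 did not exceed 1.07 TPM as a stage mean. Pax3, Pitx1 and Lhx3 stayed at or below 0.163 TPM, and Ptf1a was listed at 0 in all 12 libraries.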

Motif analysis revealed enrichment of TCF3 and TCF12 binding sites (Fig. 2f) —basic helix–loop–helix (bHLH) transcription factors that regulate oocyte growth^26^—and both factors were consistently expressed from E18O to GO (Fig. 2g). In contrast, ATAC peaks in Class 5 (16,987 peaks) remained largely unchanged across developmental stages were primarily located in proximal regions near the TSSs (Extended Data Fig. 4b). These findings suggest that distal accessible regions, which might function as active regulatory elements, are established during POT.

In addition, proximal accessible regions exhibited changes correlated with gene expression. While proximal regions of expressed gene groups (identified in Fig. 1e) remained largely accessible throughout perinatal oogenesis, Group 1 genes—highly expressed in MPI—showed an overall reduction in ATAC signal intensity during POT (Fig. 3a), consistent with their decreased expression. Thus, although most TSSs remained constantly accessible, specific gene repression appeared to be associated with local chromatin closure. 

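The decrease of Group 1 genes in the RNA-seq data was as follows. Among the 5,277 genes of the group, 2,553 were called lower in NGOs than in E18O and 0 higher. As the group was formed from the same stage means, this direction is partly set by the clustering. The median log2 change in POT was -0.99. The median TPM of the group was 6.14 in E18O, 2.19 in P1O and 1.56 in NGOs, so most of the decrease had taken place by P1. Among protein-coding genes of at least 10 TPM in the higher stage, the 5 largest decreases in POT were those of Taf7l, Tex101, Trank1, 1700013H16Rik and Nxf2, with log2 changes of -6.98 to -5.19, and all 5 were in Group 1. Taf7l, a testis and germ cell paralog of the general transcription factor gene Taf7 (chromosome X of GRCm38, 134,460,118 to 134,476,490), fell from 1020 ± 280 TPM in E18O to 152 ± 1.15 in P1O and 6.88 ± 1.08 in NGOs (SD, n = 3). Its SE was 0.19 and its adjusted p 2.1e-10 in limma. Without E18O replicate 3 the decrease was -7.24. Trank1 fell from 93.9 ± 11.9 to 0.931 ± 0.0383 TPM. In the opposite direction, the 5 largest increases in POT were those of Oas1c, Oas1d, Khdc1a, Khdc1b and Gsta4, of 6.35 to 7.53 on the log2 scale, none of which was in Group 1. Oas1c (chromosome 5, 120,800,194 to 120,812,514) rose from 3.70 ± 0.363 TPM in E18O to 868 ± 67.7 in NGOs, with an SE of 0.07 and an adjusted p of 2.6e-13 in limma. Oas1c and Khdc1a have close relatives beside them in the genome and share 4.47% and 26.5% of their 100-nt stretches with other genes, so the value of Khdc1a in particular is uncertain.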

Notably, among the expressed genes, *novel*genes exhibited a gradual increase in accessibility at their TSSs and downstream regions from E18O to NGO, whereas TSS accessibility of *known* genes tended to decline progressively (Fig. 3b). A subset of novel genes displayed particularly high accessibility at downstream regions of TSSs (Cluster 1; 490 genes), 88.6% of TSSs in this cluster overlapped with TEs (Fig. 3c), and these downstream accessible regions were further enriched for TEs (Fig. 3d, Extended Data Fig. 4c). Collectively, these results suggest that a subset of novel genes, potentially driven by TEs, becomes specifically accessible during POT, preceding their robust expression in GOs.

We next examined the relationship between the gain of distal accessible regions during POT and gene expression. 

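In GOs, the median TPM was 0.716 in Group 1, 6.96 in Group 2, 11.1 in Group 3 and 24.8 in Group 4, where the group numbers follow the clustering of the RNA-seq values by TPM. The share of genes above 1 TPM in GOs was 45.9% in Group 1, 71.4% in Group 2, 80.8% in Group 3 and 99.9% in Group 4. These shares depend on the TPM scale, which gives no expression per cell. In E18O the corresponding shares were 99.8, 95.3, 74.1 and 64.6%. From NGOs to GOs the median log2 change was -0.32 in Group 1, -1.11 in Group 2, -0.67 in Group 3 and 1.11 in Group 4. Scaling by the median of ratios, with the genes clustered anew, gave medians of -0.19, -0.99, -0.36 and 1.22. Group 1 had 67 genes called higher in GOs and 597 called lower, Group 2 0 and 3,060, and Group 3 0 and 1,040. In Group 4, 0 genes were called lower. These directions are partly set by the clustering, which used the same stage means. With a stricter threshold for expressed genes (5 TPM), the median TPM of Group 1 in GOs was 10.4.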

From E18O to NGO, a substantial increase in ATAC signal intensity was observed at the nearest distal peaks across all groups of expressed genes (Fig. 3e), all of which were eventually robustly expressed in GOs (Fig. 1f). Notably, distal accessible regions associated with actively expressed genes (Groups 1–4) were located closer to TSSs than those associated with low or non-expressed genes (Others) (Fig. 3f). Because enhancer activity depends on genomic distance^42^, this observation suggests that the gain of distal accessible regions during POT is linked to the upregulation of nearby genes in GOs, rather than in NGO.

### ERVs serve as proximal and distal regulatory elements that drive the oocyte transcriptome.

Having identified associations between TEs and gene expression, we next examined the genome-wide regulation of TEs during perinatal oogenesis. Across the mouse genome, distal accessible regions detected one or more of four representative stages of perinatal oogenesis were relatively enriched for TEs, whereas proximal accessible regions showed little selectivity for TEs compared to the expected overlaps based on their genomic proportion (Fig. 4a). Notably, both proximal and distal accessible chromatin regions overlapping with TEs were more enriched for the ERV family compared to other TE classes, whereas LINEs were underrepresented (Fig. 4b). Among all ERV types (489 in total) in three ERV familes, we identified 62 ERV types enriched in accessible chromatin during perinatal oogenesis, comprising 46 ERVK types, 4 ERVL types, and 12 ERVL-MaLR types (Fig. 4c). Each distal ERV locus belonging to these ERV types became progressively accessible during POT (Fig. 4d). In addition to these distal loci, proximal ERV loci belonging to the ERVL-MaLR family (e.g., MTA and MTB types) also gained accessibility during POT (Fig. 4e), and this gain of accessibility in MTA and MTB types preceded their robust expression in GOs (Fig. 4f, g). **In contrast,** the mouse-specific ERVK family RLTR types (specifically RLTR10, RLTR10-int, and RLTR10A) were already accessible from E18O onward and were highly upregulated in GOs (Fig. 4f, g). Together, these analyses define a dynamic landscape of TE accessibility during perinatal oogenesis, highlighting ERV subfamilies that undergo stage-specific chromatin activation.

Importantly, genes adjacent to distal accessible TE loci during perinatal oogenesis were highly expressed in GOs compared to genes adjacent to distal non-TE accessible loci (Fig. 4h, right). This observation suggests that distal accessible TE loci established in NGOs act as regulatory elements that drive gene expression in GOs. Interestingly, genes adjacent to distal non-TE accessible loci were downregulated during POT (Fig. 4h, bottom left), raising the possibility that non-TE-mediated gene expression is repressed during POT and shifts toward TE-dependent regulation during PPT. Together, these findings suggest that newly evolved ERVs gain accessibility during POT at both distal and proximal genomic regions, where they are co-opted as regulatory elements that expand the repertoire of gene regulation during perinatal oogenesis.

### PRC1 maintains poised enhancer and promoters in NGOs

Our results indicate that the gain of accessibility at gene regulatory elements, including ERV loci, in NGOs precedes the robust gene expression observed in GOs. Accordingly, we reanalyzed the growing oocytes ATAC-seq data^43^ and observed that ATAC-seq signal intensities in NGOs and GOs were positively correlated (Fig. 5a), and that the majority of accessible regions gained during NGO were maintained in GOs (Fig. 5b), suggesting that these regulatory elements persist in an accessible state. We therefore defined accessible chromatin regions shared between NGO and GO as primed accessible chromatin, poised for subsequent gene activation, and found that these regions were enriched not only at promoters but also within distal regions outside promoters (Fig. 5c).

These results raise the question of how primed accessible chromatin regions are established in NGOs. In oocytes, putative active enhancers are marked not only by H3K27ac enrichment but also by H3K4me3^26^. We therefore investigated whether these histone modifications are already established at primed distal accessible chromatin in NGOs prior to gene activation. By reanalyzing our recent CUT&Tag data^25^, we found that these regions gradually acquired the enhancer marks H3K27ac and H3K4me3 during POT and became strongly enriched in GOs (Fig. 5d). Furthermore, CAGE-seq analysis^44^ revealed the transcription of RNAs—presumably enhancer RNAs—from these regions in GOs (Fig. 5d), suggesting that primed accessible chromatin regions are poised to function as active enhancers in GOs.

To investigate how primed accessible chromatin regions remain repressed in NGOs until follicle activation, we focused on H2A119ub, a repressive histone modification mediated by PRC1, which plays a crucial role in epigenetic programming during POT^23^. Consistent with the high levels of H2A119ub in NGOs^25^, we observed strong enrichment of H2A119ub at primed distal accessible chromatin regions, which was lost during PPT (Fig. 5d, e). Furthermore, TE-derived primed accessible promoters are also marked by H2A119ub (Extended Data Fig. 5a). To determine whether PRC1 suppresses the activity of these regions in NGOs, we analyzed the expression of genes adjacent to primed distal accessible chromatin regions in germ cell–specific PRC1 knockout (PRC1-cKO) mice, in which PRC1 function was eliminated after embryonic day 15 (E15) using *Ddx4*-Cre to mutate the E3 ubiquitin ligase RNF2 on a background lacking its partially redundant paralog RING1 (RING1A)^23^. Compared to PRC1 control (PRC1-ctrl) mice, which lack RING1 but show normal oogenesis^23^, these genes were derepressed in NGOs (Fig. 5f). Together, these findings suggest that primed accessible chromatin regions are established as potential enhancers in NGOs but repressed by PRC1 until follicle activation during PPT.

### TCF3 and TCF12 are already loaded in NGOs to prepare for transcriptional activation

TCF3 and TCF12 are key transcription factors driving the large-scale gene activation associated with PPT^26^. Consistent with this function, our HOMER motif analysis identified TCF3 and TCF12 binding motifs in both proximal and distal primed regions (Fig. 6a). Further analysis revealed that 45% of primed accessible chromatin regions overlapped with TEs, which were particularly enriched for LTR elements from the ERVK and ERVL-MaLR families (Fig. 6b, c). Indeed, accessible ERVs —including MTA and RLTR10 elements—harbor bHLH transcription factor binding motif, such as those for the TCF3 and TCF12 motifs (consensus sequence: CAGCTG; Extended Data Fig. 5b), suggesting that the acquisition of these TEs may have rewired the gene regulatory network to drive transcriptional activation upon follicle activation.

To determine whether TCF3 and TCF12 are bound to these regions prior to follicle activation—similar to the pattern observed for H3K27ac—we performed CUT&Tag analysis^45^ for TCF3 and TCF12 in NGOs, identifying binding peaks by merging independent biological replicates (Extended Data Fig. 6a). The resulting CUT&Tag peaks displayed a distribution pattern similar to that of ATAC-seq peaks in both NGO and GO (Fig. 6d). The majority of TCF3 and TCF12 binding sites were enriched in intronic and intergenic regions, rather than promoter regions (Fig. 6e). Notably, binding was also observed at accessible chromatin in promoter-proximal regions in addition to distal sites (Extended Data Fig. 6b). Motif analysis further confirmed that these CUT&Tag peaks contain consensus binding motifs for TCF3, TCF12, and other bHLH transcription factors (Extended Data Fig. 6c).

Importantly, TCF3 and TCF12 were enriched at primed distal accessible chromatin regions shared between NGOs and GOs (Fig. 6f). These binding peaks were located near genes that were downregulated in GOs of oocyte-specific *Tcf3/Tcf12* double-knockout (dKO) mice^26^, in which *Tcf3* and *Tcf12* were deleted in NGOs using *Gdf9*-Cre (Fig. 6g). These results indicate that TCF3 and TCF12 upregulate expression of neighboring genes. Together, these findings suggest that TCF3 and TCF12 occupy gene regulatory elements in advance to prime them for subsequent activation.

### Non-phosphorylated Pol II primes regulatory elements in advance

To enable rapid transcriptional responses during development, RNA polymerase II (Pol II) is often recruited to promoter regions and held in a paused state near TSSs through phosphorylation at serine 5 (Ser5) of its C-terminal domain (CTD), thereby priming genes for activation^46^. To examine whether Pol II is recruited to primed accessible chromatin regions during perinatal oogenesis, we performed CUT&Tag analysis in E18O, NGO, and GO using antibodies against total Pol II (which also detect the non-phosphorylated form), Ser5-phosphorylated Pol II (Ser5P), and Ser2-phosphorylated Pol II (Ser2P), the latter marking elongating Pol II.

Interestingly, total Pol II exhibited two major transitions—one between E18O and NGO (POT), and another from NGO to GO (PPT). In contrast, changes in Ser5P and Ser2P Pol II were detected only between NGOs and GOs (Fig. 7a, Extended Data Fig. 7a). These findings suggest that, rather than being paused via Ser5 phosphorylation, Pol II is recruited to regulatory regions in a non-phosphorylated state in NGOs, potentially enabling long-term chromatin priming prior to transcriptional activation in GOs.

Total Pol II was recruited to both proximal and distal accessible chromatin regions in NGOs and further enriched in GOs, while Ser5P and Ser2P Pol II were strongly enriched only in GOs (Fig. 7b). A similar trend was observed at primed distal accessible chromatin regions shared between NGOs and GOs (Fig. 7c), indicating that non-phosphorylated Pol II is associated with chromatin priming in NGOs. We also examined Pol II behavior at distal and proximal ERV loci that acquire de novo accessibility. These loci similarly recruited total Pol II in NGOs, with further enrichment in GOs, whereas Ser5P and Ser2P Pol II were enriched only in GOs (Fig. 7d–g). Together, these results indicate that Pol II is already loaded onto primed accessible chromatin regions in NGOs, not in the typical paused (Ser5P) or elongating (Ser2P) forms, but instead in a non-phosphorylated, poised state. In addition, the presence of Ser5P and Ser2P on the novel genes identified in this study corroborates their transcription in GOs (Extended Data Fig. 7b, c).

In summary, we demonstrate that the large-scale transcriptional transition that occurs during perinatal oogenesis is driven by the genome-wide establishment of accessible chromatin, particularly at newly evolved TEs, which function as poised enhancers and promoters in preparation for follicular activation. These primed regions are already bound by transcription factors such as TCF3 and TCF12, along with non-phosphorylated Pol II, thereby establishing a poised transcriptional landscape in NGOs that is stably maintained until gene activation in GOs.

## Discussion

In this study, we redefine the oocyte transcriptome during perinatal oogenesis and uncover a vast repertoire of previously unannotated transcripts whose expression is driven by newly evolved ERVs. We demonstrate that accessible chromatin regions—particularly those enriched in TEs—are established during ovarian reserve formation and primed for genome-wide transcriptional activation at PPT (Fig. 7h). Notably, putative enhancer regions in GOs are already established and primed in NGOs, indicating that chromatin states are preconfigured and stably maintained within the ovarian reserve. Thus, our findings identify epigenetic priming in NGOs as a key prerequisite for the transition from quiescence to growth, revealing a previously unrecognized mode of chromatin-based preparation for follicle activation.

Building on previous studies showing that ERVL-MaLR elements regulate a subset of the oocyte transcriptome^19–22^, we identified novel transcripts with TE-derived promoters not only in GOs but also in MPI oocytes. Notably, promoter usage shifted from ERVK (RLTR10), which were accessible in E18O to NGO, to ERVL-MaLR (MTA), which gained accessibility during POT. This suggests a shift in the cellular transcriptomes driven by TEs during perinatal oogenesis (Fig. 1h). We further observed a genome-wide increase in chromatin accessibility, especially at distal regions enriched for ERVK (RLTR10) and ERVL-MaLR (MTA), during ovarian reserve formation, i.e., prior to follicular activation. These findings suggest that both proximal and distal ERVs play instructive roles in shaping the oocyte transcriptome. These results corroborate previous findings that mouse-specific MaLR elements, such as MTA, serve as promoters in mouse oocytes^21,22^. Importantly, both RLTR10 and MTA elements harbor bHLH transcription factor binding motifs, including sites for TCF3 and TCF12. The acquisition of these newly evolved ERVs appears to have redistributed gene regulatory elements across the genome, thereby contributing to the epigenetic priming that enables follicular activation and defines the subsequent oocyte transcriptome.

In the broader context of germline biology, TE-driven follicular activation shares similarities with TE-mediated gene expression during zygotic genome activation (ZGA) following fertilization^47,48^. In the mouse zygote, expression of mouse-specific ERVL elements during ZGA is essential for proper preimplantation development^49^. This parallel suggests a shared evolutionary strategy, whereby the acquisition of newly evolved TEs enhances reproductive fitness by shaping genome-wide transcriptional programs during both follicular activation and ZGA. Moreover, a similar wave of genome-wide transcriptional activation occurs during male meiosis, where RLTR10 elements function as distal enhancers^50^. This finding implies a potential parallel between male and female MPI, further underscoring the notion that TE activity regulates germline-specific gene expression. Importantly, our findings show that TEs encode a chromatin-based memory that contributes to epigenetic priming in oocytes. By establishing accessible chromatin and recruiting the transcriptional machinery prior to gene activation, TEs likely facilitate rapid transcriptional activation upon follicle activation.

Epigenetic priming involves both activating and repressive histone modifications that prepare chromatin for rapid gene activation. Traditionally, bivalent histone marks—co-enrichment of H3K4me3 and H3K27me3—have been implicated in gene regulation during stem cell differentiation and germline development^51–54^. In this study, we identify a distinct poised chromatin state in NGOs, marked by the co-localization of H3K27ac and H2AK119ub at both distal accessible regions and proximal promoters. Notably, PRC2-mediated H3K27me3, which typically antagonizes H3K27ac, appears to play a minor role in NGOs, but H3K27me3 increases later in GOs^25^. These findings suggest that, unlike the canonical H3K4me3/H3K27me3 bivalent domains regulated by PRC2, epigenetic priming in NGOs is predominantly governed by PRC1-mediated repression. This proposal is supported by previous reports showing that oocyte-specific deletion of PRC1 leads to gene de-repression and premature depletion of the ovarian reserve, underscoring the critical role of PRC1 in maintaining transcriptional quiescence and oocyte longevity^23^.

Promoter-proximal pausing of Pol II, marked by phosphorylation of Ser5 on its CTD, is a recognized feature of epigenetic priming that positions the transcriptional machinery for rapid activation during developmental transitions^46,55^. In NGOs, we find that Pol II is already loaded at both proximal and distal regulatory elements in an unphosphorylated state (Fig. 7). Given the long-term quiescence of NGOs, this unphosphorylated Pol II may represent a stable form of transcriptional poising that supports the longevity of the primed state.

Together, our findings uncover a non-canonical chromatin priming mechanism in NGOs, driven by PRC1 activity and unphosphorylated Pol II loading, which prepares the oocyte genome for rapid activation upon growth initiation. This study provides a foundation for future investigations into the regulatory mechanisms governing follicular activation, a largely unexplored area of gene regulation in the germline.

## Methods

### Animals

Mice were maintained on a 12:12 light cycle in a temperature and humidity-controlled vivarium (22±2°C: 40–50% humidity) with free access to food and water in a pathogen-free animal care facility. Mice were used according to the guidelines of the Institutional Animal Care and Use Committee (protocol no. IACUC2018–0040, 21943, and 23545) at Cincinnati Children’s Hospital Medical Center and the University of California, Davis. *Stella*-GFP transgenic mice were obtained from Dr M. Azim Surani,^56^ maintained on a mixed genetic background of FVB and C57BL/6J.

### Oocyte collection

Female pups were collected at different developmental stages, and ovaries were harvested by carefully removing oviducts and ovarian bursa in phosphate-buffered saline (PBS). Ovaries were digested in 200 μl TrypLE^™^ Express Enzyme (1X) (Gibco, 12604013) supplemented with 0.3% Collagenase Type 1 (Worthington, CLS-1) and 0.01% DNase I (Sigma, D5025) and incubated at 37°C for 30 min with gentle agitation. After incubation, the ovaries were dissociated by gentle pipetting using the FisherbrandTM Premium Plus MultiFlex Gel-Loading Tips until no visible tissue pieces. Two ml Leibovitz’s L-15 Medium (Gibco, 11415064) supplemented with 10% FBS (HyClone, SH30396.03) were then added to the suspension to stop enzyme reaction.

For FACS preparation, the cells were then washed with FACS buffer (PBS containing 2%FBS) twice by centrifugation at 300 × g for 5 min and filtered into a 5 ml FACS tube with a 35 μm nylon mesh cap (Falcon, 352235). *Stella*-GFP^+^ oocytes were collected after removing small and large debris in FSC-A versus SSC-A gating and doublets in FSC-W versus FSC-H gating.

For manual picking, the cell suspension was filtered through a 100 μm cell strainer and seeded onto a culture dish. The cells were allowed to settle down for 15–30 min at 37°C before being transferred under the stereomicroscope (Nikon, SMZ1270). Based on morphology and diameter, growing oocytes were specifically picked up, washed in M2 medium (Sigma, M7167), and transferred into the downstream buffer by mouth pipette with a glass capillary.

### Strand-specific total RNA-seq library generation with ERCC RNA spike-in and sequencing

RNA-seq libraries of oocytes were prepared as follows. The non-growing oocytes isolated from ovaries at E18.5, P1, and P5–6 using FACS, and the growing oocytes isolated from P6–7 ovaries under the stereomicroscope. Two independent biological replicates were used for RNA-seq library generation. Total RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN, Cat # 74034) according to the manufacturer’s instructions and the External RNA Controls Consortium (ERCC) RNA Spike-In Mix (Invitrogen, 4456740) was added to total RNA. This mix was first diluted 100-fold with nuclease-free water, and then 1 μL of this dilution was added to extracted total RNA from 10,000 cells. Ribosomal RNA was depleted from total RNA using NEBNext^®^ rRNA Depletion Kit v2 (Human/Mouse/Rat) (NEB, E7400L). Library preparation was performed with NEBNext^®^ Ultra^™^ II Directional RNA Library Prep Kit for Illumina^®^ (NEB, E7760S) according to the manufacturer’s instruction. Prepared RNA-seq libraries were sequenced on the NovaSeq X Plus system (Illumina) with paired-ended 150-bp reads, and each stage was profiled in three biological replicates. In total, we generated 1.35 billion reads, of which 1.12 billion were uniquely mapped concordant paired-end reads (Supplemental Table 1).

### ATAC-seq library generation and sequencing

ATAC-seq libraries of oocytes were prepared as described^38^. Briefly, 10,000 FACS-sorted oocytes were isolated from ovaries at E18.5, P1, and P5–6 and pooled as one replicate each different developmental stages, and two independent biological replicates were used for ATAC-seq library generation. oocytes were lysed in 50 μl of lysis buffer [10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl2 and 0.1% NP-40, 0.1% Tween-20, and 0.01% Digitonin] on ice for 10 min. Immediately after lysis, the samples were spun at 500 × g for 10 min at 4°C and the supernatant removed. The sedimented nuclei were then incubated in 10 μl of transposition mix [0.5 μl homemade Tn5 transposase (~1 μg/μl), 5 μl 2× tagmentation DNA buffer [10 mM Tris–HCl (pH 7.6), 10 mM MgCl2 and 20% dimethyl formamide], 3.3 μl PBS, 0.1 μl 1% digitonin, 0.1 μl 10% Tween-20 and 1 μl water] at 37°C for 30 min in a thermomixer with shaking at 500 rpm. After tagmentation, the transposed DNA was purified with a MinElute kit (Qiagen). Polymerase chain reaction (PCR) was performed to amplify the library using the following conditions: 72°C for 3 min; 98°C for 30 s; thermocycling at 98°C for 10 s, 60°C for 30 s and 72°C for 1 min. Quantitative PCR was used to estimate the number of additional cycles needed to generate products at 25% saturation. Seven to eight additional PCR cycles were added to the initial set of five cycles. Amplified DNA was purified by SPRIselect bead (Beckman Coulter). ATAC-seq libraries were sequenced on the HiSeq X system (Illumina) with 150-bp paired-end reads.

### Quantitative CUT&Tag library generation and sequencing

CUT&Tag libraries of oocytes were prepared as previously described^45,57^ with some modifications (a step-by-step protocol https://www.protocols.io/view/bench-top-cut-amp-tag-kqdg34qdpl25/v3) using CUTANA^™^ pAG-Tn5 (Epicypher, 15–1017). To perform quantitative spike-in CUT&Tag, Drosophila S2 cells were added to mouse oocytes at a fixed ratio (e.g., 5,000 S2 cells to 10,000 mouse oocytes) at the beginning of each reaction. The antibodies used were mouse anti-E2A (G-2) (TCF3, 1/50; Santa Cruz Biotechnology; sc-133075), mouse anti-HEB (A-6) (TCF12, 1/50; Santa Cruz Biotechnology; sc-365980), rabbit anti-H3K27me3 (1/50; Cell Signaling Technology; 9733), mouse anti- Rpb1 CTD (4H8) (1/50; Cell Signaling Technology; 2629), rabbit anti-Phospho-Rpb1 CTD (Ser5) (D9N5I) (1/50; Cell Signaling Technology; 13523) and r rabbit anti-Phospho-Rpb1 CTD (Ser2) (E1Z3G) (1/50; Cell Signaling Technology; 13499). CUT&Tag libraries were sequenced on the NovaSeq X Plus system (Illumina) with 150-bp paired-end reads.

### RNA-seq data processing

Raw paired-end RNA-seq reads after trimming by Trim-galore (https://github.com/FelixKrueger/TrimGalore) (version 0.6.7) were aligned to the mouse (GRCm38/mm10) genome using STAR (version STAR_2.5.4b)^58^ with following options: --outSAMtype BAM SortedByCoordinate; --twopassMode Basic; --outFilterType BySJout; --outFilterMultimapNmax 1; --winAnchorMultimapNmax 50; --alignSJoverhangMin 8; --alignSJDBoverhangMin 1; --outFilterMismatchNmax 999; --outFilterMismatchNoverReadLmax 0.04; --alignIntronMin 20; --alignIntronMax 1000000; --alignMatesGapMax 1000000 for unique alignments. To quantify aligned reads in RNA-seq, aligned read counts for each gene were generated using featureCounts (v2.0.1), which is part of the Subread package^59^ based on annotated genes (GENCODE vM25: GRCm38.p6). The transcripts per million (TPM) values of each gene were for comparative expression analyses and computing the Pearson correlation coefficient between biological replicates using corrplot^60^.

To generate novel oocyte transcript annotation, de novo transcriptome assemblies from strand-specific RNA-seq libraries were generated using StringTie2 (v2.1.2), a reference-guided assembler known for its high accuracy and sensitivity in transcript detection^61,62^, with default parameters. The assembled files and GENCODE reference annotation (Release M25: GRCm38.p6) were merged to generate a non-redundant set of transcripts using StringTie2 with --merge and -G option. Mono-exonic transcripts transcribed from known TE were removed from merged transcript annotation. Repetitive annotation in mm10 genome (mm10.fa.out, open-4.0.5, GRCm38/mm10) was downloaded from the RepeatMasker website (http://www.repeatmasker.org/species/mm.html). TE annotation in this file does not include overlapping. To prepare the TE annotation set in distal regions, TE copies that overlapped with exonic regions of a oocyte transcript annotation or had low SW scores (≤500 for SINE and DNA transposons and ≤1,000 for other transposons) were removed using the BEDTools (version 2.28.0)^63^ intersect function and custom Python scripts. To detect the novel transcript, The novel oocyte transcript annotatio s were compared with GENCODE reference annotations (Release M25: GRCm38.p6) or previously published dataset from Veselovska et al. using Gffcompare (version 0.12.6) (https://doi.org/10.12688/f1000research.23297.1) with default settings.

To quantify uniquely aligned reads, raw aligned read counts for each gene were generated using featureCounts (v2.0.1), which is part of the Subread package based on the novel oocyte transcript annotation and ERCC annotated sequences. The aligned read counts for each transcript were generated using the Salmon (1.9.0)^64^ with quant command and default parameters. For ERCC spike-in normalization and analysis, the edgeR^65^ and Limma^66^ packages were employed. Normalization factors were calculated from reads mapped to ERCC annotated sequences, followed by the filtering of raw reads such that there was a minimum of two counts in at least one sample. The filtered reads were assessed for library size using normalization factors prior to voom transformation. GO analyses were performed using the functional annotation clustering tool in Enrichr (https://maayanlab.cloud/Enrichr/)^67^. RNA expression heatmaps were plotted using Morpheus (https://software.broadinstitute.org/morpheus, Broad Institute). To visualize read enrichments over representative genomic loci using the Integrative Genomics Viewer (Broad Institute)^68^, bins per million (BPM) normalized counts data were created from sorted BAM files using ‘bamCoverage’ tool in deepTools.

To detect differentially expressed genes (DEGs) between *Tcf3*/*Tcf12* ctrl and *Tcf3*/*Tcf12* dKO, DESeq2 (version 1.42.1)^69^ was used for differential gene expression analyses with cutoffs ≥2-fold change and binominal tests (*Padj* < 0.05; *P*-values were adjusted for multiple testing using the Benjamini–Hochberg method). *Padj* values were used to determine significantly dysregulated genes.

### Coding region prediction and amino acid sequence homology

Coding region prediction was performed using CodAn (version 1.2)^35^, CPAT (v3.0.4)^34^, and CPC2 (http://cpc2.gao-lab.org/)^33^. For CodAn analysis, the novel transcripts were separated based on strand orientation into positive and negative strands. FASTA file was generated for each strand using Gffread (version 0.12.7)^70^ and then utilized as an input for the three prediction tools under default parameters. In CodAn, we ran both VERT_full and VERT_partial as the predictive model separately. Subsequently, the predicted peptide sequences were extracted and used as an query to perform BLASTp for amino acid sequence homology with default parameters.

### ATAC-seq data processing

Raw paired-end ATAC-seq reads after trimming by Trim-galore (https://github.com/FelixKrueger/TrimGalore) (version 0.6.7) were aligned to the mouse (GRCm38/mm10) genomes using bowtie2 (version 2.3.3.1)^71^ with options: --end-to-end --very-sensitive --no-mixed --no-discordant -I 10 -X 2000. The aligned reads were filtered to remove alignments mapped to multiple locations by calling grep with the -v option before being subjected to downstream analyses. PCR duplicates were removed using the ‘MarkDuplicates’ command in Picard tools (version 2.23.8) (https://broadinstitute.github.io/picard/, Broad Institute). The aligned reads were shifted +4 bp and −5 bp for positive and negative strand respectively using ‘alignmentSieve’ tool in deepTools (version 3.3.0)^72^. To compare replicates, Pearson correlation coefficients were calculated and plotted by ‘multiBamSummary bins’ and ‘plot correlation’ functions of deepTools. Biological replicates were pooled for visualization and other analyses after validation of reproducibility. Peak calling was performed using MACS3 (version 3.0.0a7)^73^ with default arguments. We computed the number of overlapping peaks between peak files using BEDtools (version 2.28.0) function intersect. To detect genes adjacent to ATAC-seq peaks, we used the HOMER (version 4.9.1)^74^ function annotatePeaks.pl. Tag density plots and heatmaps for reads enrichments were drawn using ‘computeMatrix’ and ‘plotHeatmap’ tool in deepTools. To visualize ATAC-seq data using the Integrative Genomics Viewer (Broad Institute), BPM normalized counts data were created from sorted BAM files using ‘bamCoverage’ tool in deepTools. To perform functional annotation enrichment of ATAC-seq peaks, we used GREAT tools^75^.

### CUT&Tag data processing

Raw paired-end CUT&Tag reads after trimming by Trim-galore were aligned to the mouse (GRCm38/mm10) genomes using bowtie2 (version 2.3.3.1) with options: --end-to-end --very-sensitive --no-mixed --no-discordant -I 10 -X 700. The aligned reads were filtered to remove alignments mapped to multiple locations by calling grep with the -v option before being subjected to downstream analyses. D. melanogaster DNA delivered by Drosophila S2 cells was used as spike-in DNA as described^76^. For mapping D. melanogaster spike-in fragments, we also aligned to either the D. melanogaster (dm6) genome using Bowtie2 and used the ‘--no-overlap --no-dovetail’ options to avoid cross-mapping using Bowtie2. PCR duplicates were removed using the ‘MarkDuplicates’ command in Picard tools. Spike-in normalization was implemented using the exogenous scaling factor computed from the dm6 aligned files (scale factors = 10000/spike-in reads). Spike-in normalized genome coverage tracks with 1 bp resolution in BigWig format were generated using ‘bamCoverage’ tool in deepTools with the parameters ‘--binSize 1 --extendReads --samFlagInclude 64 --normalizeUsing BPM --scaleFactor $scale_factor’. Track views were visualized and exported from Integrative Genomics Viewer. Biological replicates were pooled for visualization and other analyses after validation of reproducibility. Peak calling for TCF3 and TCF12 was performed using the Sparse Enrichment Analysis for CUT&RUN (SEACR) (https://seacr.fredhutch.org/ )^77^ by selecting the top 1% enriched regions in stringent mode with parameters’-c 0.01 -n norm -m stringent’. To detect genes adjacent to TCF3 and TCF12 peaks, we used the HOMER (version 4.9.1) function annotatePeaks.pl. To identify the enrichment of known motifs, we used the HOMER function findMotifsGenome.pl with default parameters. Tag density plots and heatmaps for reads enrichments were drawn using ‘computeMatrix’ and ‘plotHeatmap’ tool in deepTools.

### Statistics

Statistical methods and *P* values for each plot are listed in the figure legends and/or in the Methods. In brief, all grouped data are represented as mean ± standard deviation (SD). All box-and-whisker plots are represented as center lines (median), box limits [interquartile range (IQR); 25th and 75th percentiles] and whiskers (maximum value not exceeding 1.5× the IQR from the hinge) unless stated otherwise. Statistical significance for pairwise comparisons was determined using two-sided Mann–Whitney U-tests and two-tailed unpaired t-tests. Next-generation sequencing data (RNA-seq, ATAC-seq and CUT&Tag) were based on two or three independent replicates. No statistical methods were used to predetermine sample size in these experiments. Experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessments.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

• SupplementalTable1.xlsx

• SupplementalDataSet1.xlsx

• SupplementalDataSet2.xlsx

• SupFigs.111025.pdf

## Figures and Tables

**Figure 1.**
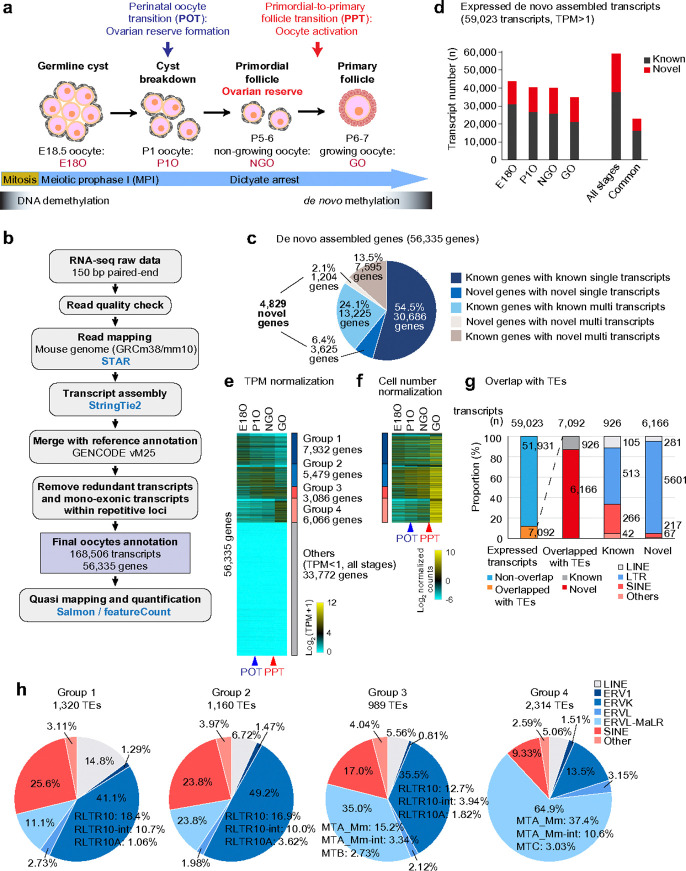
Assembly of the oocyte transcriptome during perinatal oogenesis. **a**, Schematic of mouse perinatal oogenesis and the four representative stages analyzed in this study: E18O, E18.5 fetal oocyte in germinal cyst; P1O, postnatal day 1 oocyte undergoing cyst breakdown during the perinatal oocyte transition (POT); NGO, non-growing oocyte in primordial follicles; GO, growing oocyte in primary follicles. DNA methylation levels are represented by color intensity. **b**, Overview of the strategy used for oocyte transcriptome assembly. **c**, Pie charts showing the composition of genes in the oocyte transcript annotation. **d**, Number of expressed de novo assembled transcripts at each stage. All stage: >1 TPM in at least one of the four developmental stages; Common: >1 TPM in all four developmental stages. **e**, Heatmap showing expression of expressed genes (>1 TPM in at least one stage) and low- or non-expressed genes (Others, <1 TPM in all stages) during perinatal oogenesis. Expressed genes were grouped into four k-means clusters. **f**, Heatmap showing gene expression normalized by ERCC spike-in across the four stages, based on the expressed genes identified in e. **g**, Bar charts showing the percentage of expressed genes overlapping with TSSs and TEs, and the percentage of TE families overlapping with TSSs of expressed genes. Overlaps were defined when a TE covered more than 51% of the 100 bp region surrounding the TSS. **h**, Pie charts showing the proportion of TE families overlapping with TSSs of expressed genes in each group defined in e.

**Figure 2.**
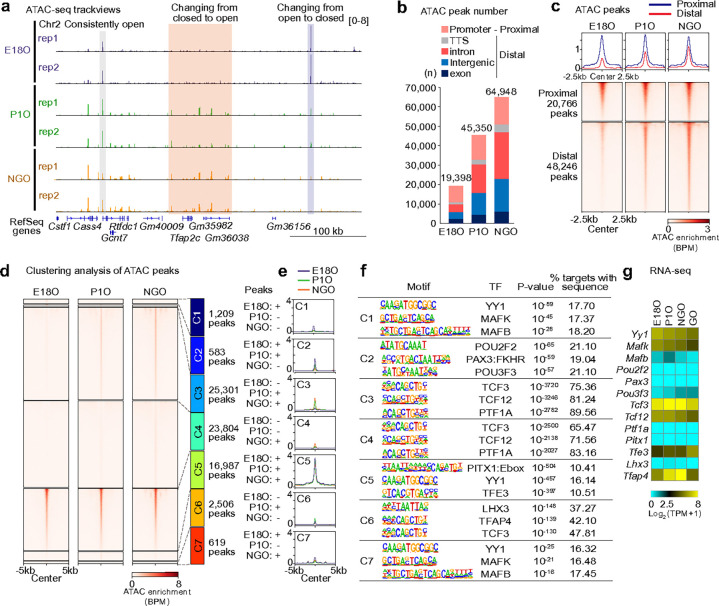
The landscape of accessible chromatin in perinatal oogenesis. **a**, Track views showing ATAC-seq enrichment in perinatal oocytes during POT. Data ranges are indicated in brackets. **b**, Numbers and genomic distribution of ATAC-seq peaks in perinatal oocytes during POT. Promoter: −1 kb to +100 bp from the transcription start site (TSS); TTS: −100 bp to +1 kb from the transcription termination site. **c**, Average tag density plots and heatmaps showing ATAC-seq enrichment dynamics at proximal (TSS ±1 kb) and distal (>1 kb from TSSs) peaks in perinatal oocytes during POT. **d**, Heatmap showing ATAC-seq enrichment dynamics for each cluster based on the presence of peaks in perinatal oocytes during POT. +: presence of peaks; −: absence of peaks. **e**, Average tag density plots showing ATAC-seq enrichment dynamics at peak regions (peak center ±5 kb) during perinatal oogenesis. **f**, HOMER known motif analyses of ATAC-seq peaks in each cluster defined in d. **g**, Heatmap showing RNA-seq expression levels of the transcription factors identified in f in perinatal oocytes during POT.

**Figure 3.**
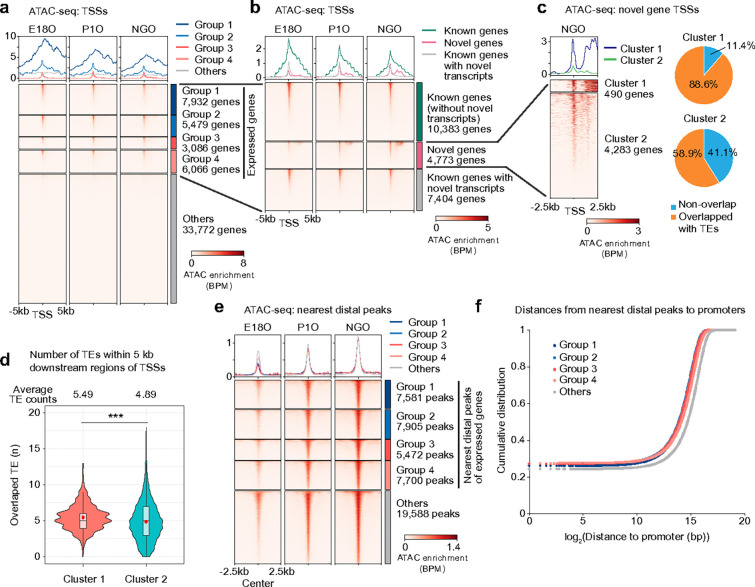
Accessible chromatin dynamics at TSSs and distal regions. **a**, Average tag density plots and heatmaps showing ATAC-seq enrichment dynamics at TSSs for each gene cluster defined in Figure 1e. **b**, Average tag density plots and heatmaps showing ATAC-seq enrichment dynamics at TSSs across all assembled gene annotations. **c**, Average tag density plots and heatmaps showing ATAC-seq enrichment profiles (left), and pie charts illustrating the proportion of genes whose TSSs overlap with TEs (right) among novel genes in NGOs. **d**, Violin plots with overlaid box plots showing the number of TEs located within 5 kb downstream of TSSs in each cluster shown in Figure 3c. The central line indicates the median; box limits represent the 25th and 75th percentiles; whiskers extend to the most extreme data points within 1.5× the interquartile range (IQR). Red dots denote the mean values. ***P < 0.001; Wilcoxon rank-sum test. **e**, Average tag density plots and heatmaps showing ATAC-seq enrichment dynamics at distal peaks (>1 kb from TSSs) for each cluster defined in Figure 1e. **f**, Cumulative distribution plot showing the distances between the promoters of genes in each cluster (Figure 1e) and their nearest distal ATAC-seq peaks.

**Figure 4.**
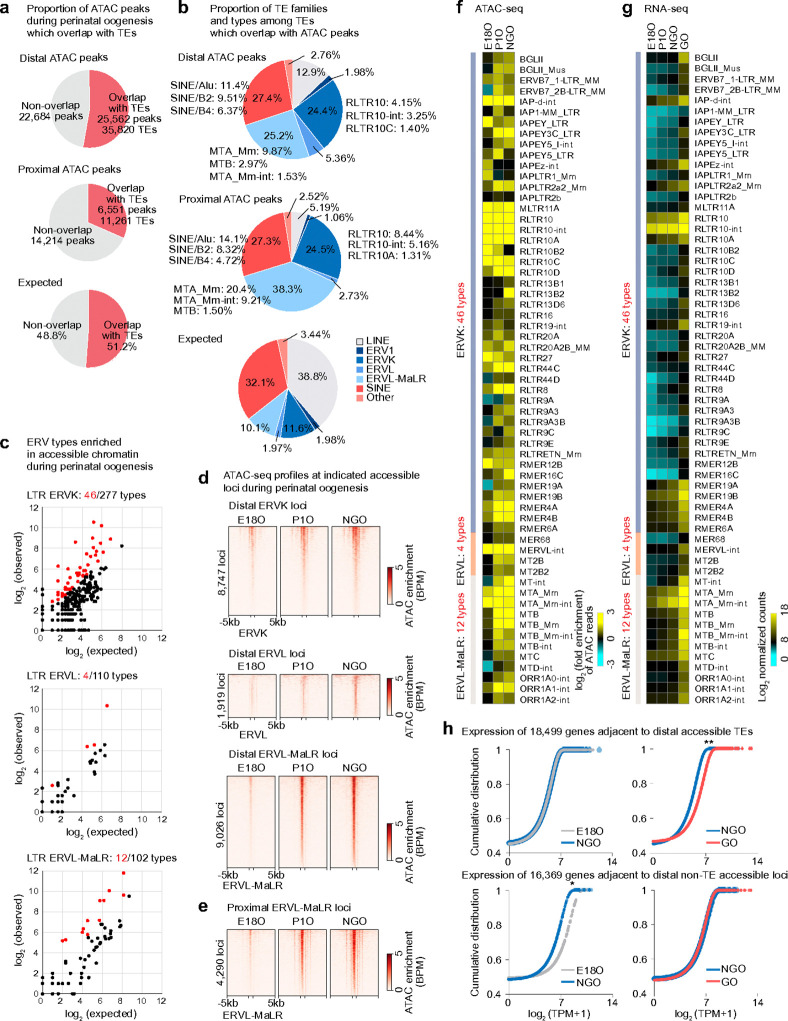
Identification of ERVs in accessible chromatin regions. **a,** Pie charts showing the proportion of ATAC-seq peaks during perinatal oogenesis that overlap with TEs in distal (top) and proximal (middle) regions, and the expected proportion of overlaps based on the genomic TE composition (bottom). **b,** Pie charts showing the distribution of TE families and types among TEs overlapping ATAC-seq peaks in distal (top) and proximal (middle) regions, and the expected distribution based on the genomic prevalence of each TE family (bottom). **c,** Scatter plots showing observed ATAC-seq read counts for each ERV type within accessible chromatin regions (y-axis) versus their expected genomic prevalence (x-axis) for the ERVK, ERVL, and ERVL–MaLR families in NGOs. Each dot represents a single ERV type within a subfamily; red dots indicate ERV types significantly enriched in ATAC-seq reads (≥2-fold observed/expected enrichment; *P* < 0.05, binomial test). **d,** Heatmaps showing ATAC-seq enrichment at accessible distal ERV regions during POT. **e,** Heatmaps showing ATAC-seq enrichment at accessible proximal ERVL–MaLR regions during POT. **f,** Heatmaps showing ATAC-seq enrichment at ERV types enriched in accessible chromatin during perinatal oogenesis. **g,** Heatmaps showing ERCC-normalized expression levels of ERV types enriched in accessible chromatin during perinatal oogenesis. **h,** Cumulative distribution plots comparing the expression of genes during POT: 18,499 genes adjacent to distal accessible TEs (top) and 16,369 genes adjacent to distal non-TE accessible regions (bottom) at E18O (gray), NGO (blue), and GO (red). **P< 0.01; *P < 0.05; two-tailed unpaired *t*-tests.

**Figure 5.**
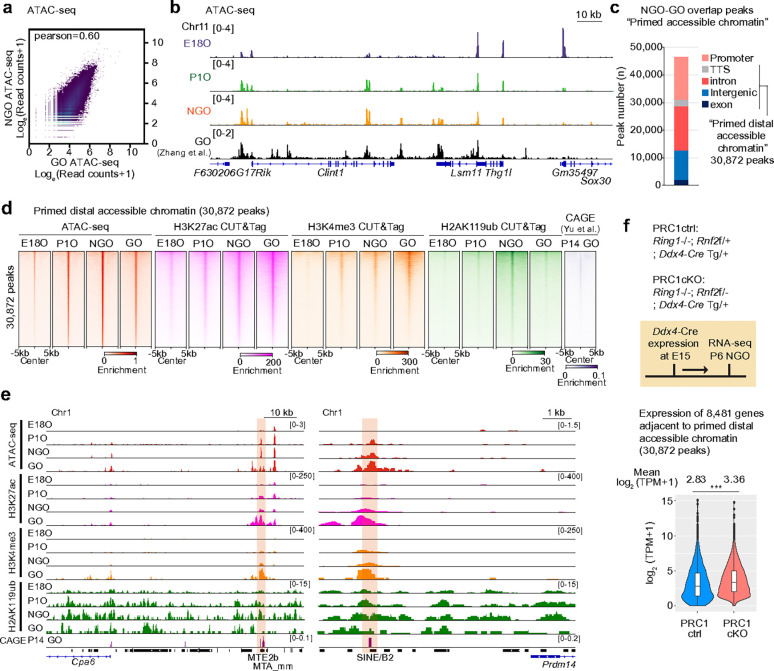
PRC1-poised enhancers in NGO. **a**, Scatter plots showing ATAC-seq enrichment comparing NGO and GO. The Pearson correlation coefficient is indicated. **b**, Track views of ATAC-seq enrichment during perinatal oogenesis. Data ranges are shown in brackets. **c**, Numbers and genomic distribution of ATAC-seq peaks shared between NGO and GO, defined as primed accessible chromatin. **d**, Average tag density plots and heatmaps showing enrichment of ATAC-seq, H3K27ac, H3K4me3, and H2AK119ub during perinatal oogenesis, and CAGE-seq in P14 GO at primed distal accessible chromatin. **e**, Representative track views of ATAC-seq, H3K27ac, H3K4me3, and H2AK119ub enrichment during perinatal oogenesis. Poised enhancer regions within transposable elements are highlighted. Data ranges are shown in brackets. **f**, Schematic of mouse models and RNA-seq experiments (top). Violin plots with a box plot showing RNA expression levels of genes adjacent to primed distal accessible chromatin in PRC1 control (ctrl) and conditional knockout (cKO) NGO (bottom). The central lines represent medians; the boxes represent the interquartile range (IQR; 25th–75th percentile); whiskers extend up to 1.5× IQR from the hinges. ***P < 0.001, Wilcoxon rank-sum test.

**Figure 6.**
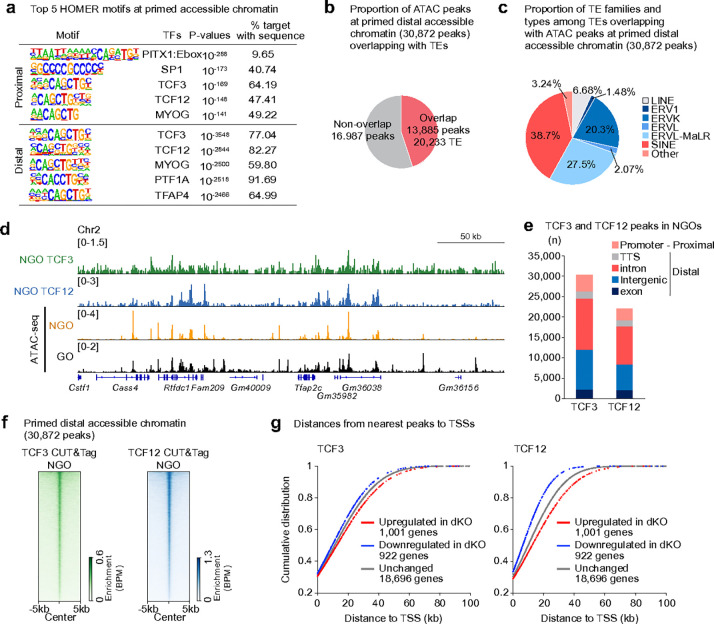
TCF3 and TCF12 are already loaded in NGO. **a**, HOMER known motif analyses of ATAC-seq proximal (top) and distal (bottom) peaks shared between NGO and GO. **b**, Pie charts showing the proportion of ATAC-seq peaks at primed distal accessible chromatin overlapping with TEs. **c**, Pie charts showing the proportion of TE families and types among TEs overlapping with ATAC-seq peaks at primed distal accessible chromatin. **d**, Track views of TCF3 and TCF12 enrichment and ATAC-seq enrichment in NGO and GO. **e**, Numbers and genomic distribution of TCF3 and TCF12 peaks in NGO. **f**, Heatmaps showing TCF3 and TCF12 enrichment in NGO at distal ATAC-seq peaks shared between NGO and GO. **g**, Cumulative distribution plots comparing the distance between TSSs of upregulated, downregulated, and unchanged genes in *Tcf3*/*Tcf12* double-knockout (dKO) GOs and the nearest TCF3 (left) or TCF12 (right) peaks in NGO. Dysregulated genes (1,100 upregulated and 922 downregulated in Tcf3/Tcf12 dKO GOs) were identified by reanalyzing the RNA-seq data of Tcf3/Tcf12 dKO GOs (Ref. 26) using the following criteria: fold change ≥ 2 and adjusted *P* < 0.05 (binomial test with Benjamini–Hochberg correction).

**Figure 7.**
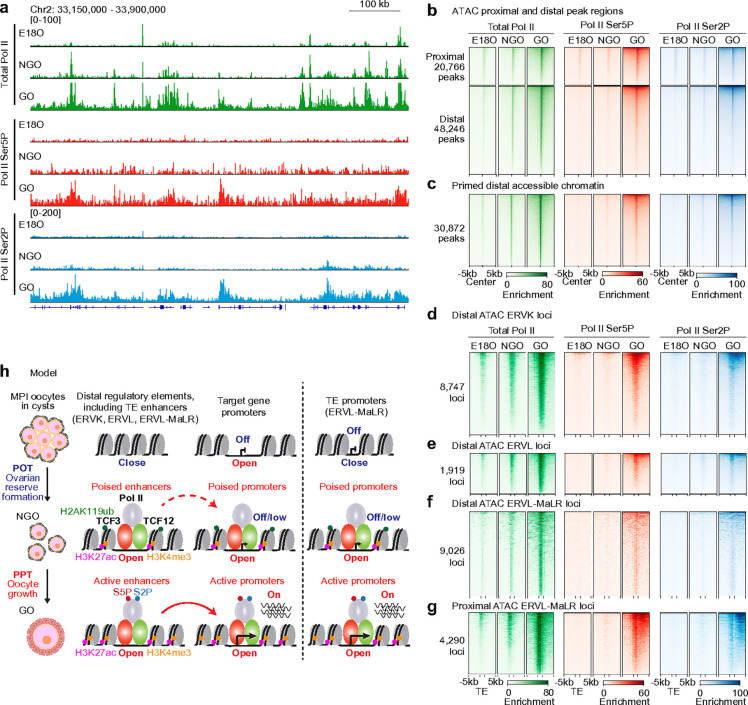
Dynamics of Pol II accumulation during perinatal oogenesis. **a**, Track views of total Pol II, Pol II Ser5P and Pol II Ser2P enrichment during perinatal oogenesis. **b**, Heatmaps showing total Pol II, Pol II Ser5P, and Pol II Ser2P enrichment dynamics at proximal (TSS ±1 kb) and distal (>1 kb from TSSs) peaks during perinatal oogenesis. **c**, Heatmaps showing total Pol II, Pol II Ser5P, and Pol II Ser2P enrichment dynamics at distal ATAC-seq peaks shared between NGO and GO during perinatal oogenesis. **d–f**, Heatmaps showing total Pol II, Pol II Ser5P, and Pol II Ser2P enrichment dynamics at accessible distal ERVK (d), ERVL (e), and ERVL-MaLR (f) regions during perinatal oogenesis. **g**, Heatmaps showing total Pol II, Pol II Ser5P, and Pol II Ser2P enrichment dynamics at accessible proximal ERVL-MaLR regions during perinatal oogenesis. **h**, Schematic model of poised enhancers and promoters primed for oocyte growth.

## Data Availability

The ATAC-seq data reported in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE306919. The RNA-seq data reported in this study have been deposited under accession number GSE306921. The TCF3, TCF12 and Pol II CUT&Tag data reported in this study have been deposited under accession number GSE306920. H3K27ac, H3K4me3 and H2AK119ub CUT&Tag datasets were obtained from GSE280637^25^. The ATAC-seq dataset of mouse growing oocytes was obtained from GSE134279^43^. The CAGE dataset of P14 mouse growing oocytes was obtained from GSE140090^44^. RNA-seq datasets of PRC1-cKO oocytes were obtained from GSE184208^23^. The single-oocyte RNA-seq dataset of *Tcf3*/*Tcf12*-dKO mice was obtained from GSE217970^26^.

How the deposited data were processed for this re-analysis (not part of the article)

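Strand-specific total RNA-seq after depletion of ribosomal RNA was analysed for mouse oocytes of 4 stages, E18O (embryonic day 18.5), P1O (postnatal day 1), NGO (postnatal days 5 to 6) and GO (postnatal days 6 to 7), with 3 libraries per stage and 12 in all. The ATAC-seq and CUT&Tag experiments, the mutant oocytes, the transcripts outside the reference annotation and the transposable elements were not analysed here. Stage and replicate were taken from the sample labels, which name both for every library, and each column of the table carried the name of 1 library. The table held 0 further columns of values per sample. The numbers of biological replicates given in the methods are 2 in one place and 3 in another, and the labels give 3.

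The authors trimmed the reads with Trim-galore 0.6.7, aligned them to GRCm38/mm10 with STAR 2.5.4b with at most 1 alignment per read, counted them per gene of GENCODE vM25 with featureCounts 2.0.1, and deposited TPM per gene, in which the counts are divided by gene length and scaled to the same total in every library. The deposited TPM include Y-linked and mitochondrial genes. The spike-in step, in which the authors derived normalization factors from reads on ERCC sequences for their own transcript annotation with edgeR and limma, is not part of these values, and the table held 0 genes with an ERCC name. Reads of genes with near-identical copies are lost or misplaced when only single alignments are kept, so members of multigene families are uncertain. The strand setting of the counting is not named in the paper's text. GENCODE vM25 was not used here. Gene lengths, biotypes, chromosomes and coordinates came from GENCODE vM21, on the same build (GRCm38), by gene name. Of the 55,291 genes of the table, 53,292 matched, 1,999 did not, and 106 of the matched names have more than 1 gene identifier.

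All tests used log2(TPM + 1). Genes with a stage mean above 1 TPM in at least 1 stage (19,073) were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on mean expression), with 1 term per stage and all 12 libraries in the fit. The contrasts were NGO against E18O (POT), GO against NGO (PPT), P1O against E18O and NGO against P1O, and the moderated F test covered all 4 stages. p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold on the log2(TPM + 1) scale. Gene lists were tested with limma's camera (preset correlation of 0.01) and with fry. k-means clustering (k = 4, 50 starts, fixed seed) used row z-scores of the stage means. Pearson's r between libraries was taken over all genes. Tables and plots were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

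These tests, the alternatives and the rule for the genes named were written down before the data were examined. The genes named are those the paper names in its RNA-seq text or in Fig. 2g or uses as tools in these oocytes, the members of the gene lists, and, for POT and PPT, the 5 genes that rose most and the 5 that fell most among protein-coding genes that were called, had a stage mean of at least 10 TPM in the higher stage and did not overlap between the libraries of the 2 stages. Some genes that this rule names are not reported here. Other genes named in the closing section were chosen after their values were seen. The lists were drawn up from general knowledge. MPI (38 genes), oxidative phosphorylation (78), condensin (8), oocyte growth (19) and granulosa cell genes (16) were tested, and stromal (10), erythroid (7), immune (9), endothelial (6), PRC1 (21), RNA polymerase II and its kinases (13) and Y-linked genes (4) were described by their TPM.

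Depth is not given by TPM directly. Where whole reads were counted, the product of TPM and gene length is a whole multiple of 1 step per library, and this step was found for every library. Between 98.7 and 98.9% of the values under 200 reads were then whole within 0.01, and 42,716,264 to 95,425,639 reads per library were recovered (median of 65.8 in units of 1e+06). The limit that a count of 0 allows (3 reads) is 0.124 to 0.252 TPM for a gene of 1000 nt, depending on the library, and covers counting error only. For 52,720 genes the values were whole reads in all 12 libraries. This number includes genes at 0 in every library, and 18,243 of the 52,720 were expressed genes.

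Libraries with the same replicate number do not share a litter, animal or batch as far as the paper and the labels state. Alternatives covered the pseudocount (0.1), the filter on low TPM (none, or a stage mean above 5 TPM), scaling of the libraries by the median of ratios, leaving out mitochondrial genes, replicate number as a block, a fit to the 6 libraries compared, no trend of the variance, no minimum fold, camera with an estimated correlation, other thresholds for expressed genes (0.5 and 2 TPM, any library, all 3 replicates), other scalings before k-means, and leaving out each replicate in turn. Added after seeing the data were limma-voom on the recovered reads, recovered reads scaled to the same total without division by length, removal of the trend of each library with GC content and gene length (a spline with 5 degrees of freedom), and leaving out genes under 400 nt. GC content was known for 18,600 of the expressed genes (97.5%).

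The steps were tested on simulated data for the 19,073 genes, with noise drawn independently for every gene. The simulated changes of single genes all exceeded 2-fold and were in genes that were not low in TPM. Of 200 genes changed in a simulated PPT, 98.5% were called, as was 1 unchanged gene, and in the simulated POT, where no gene was changed, 0 were called. The F test called 99.0% of the changed genes. Of 200 unchanged lists, 5 had a camera p under 0.05. As the simulated genes were not correlated, this count does not carry over to lists of correlated genes such as the MPI list. k-means put 99.9% of 8,000 genes with their pattern. These patterns were set far apart for their noise, so this share does not carry over to the real groups. The removal of a GC trend lowered its Spearman's rho from 0.873 to -0.004. Replicates were checked for copied columns, and 0 pairs within a stage held identical values. This check cannot find libraries made from the same RNA, which would differ by sampling.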

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

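All tests in this part were chosen after the result was seen. Groups of 3 libraries are too small for a test of single deviating libraries, and none was made.

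The paper leaves mitochondrial genes out of its analysis. In the deposited TPM they took 1.22 ± 0.637% of the total in E18O, 1.19 ± 0.113% in P1O, 0.807 ± 0.243% in NGOs and 0.329 ± 0.0104% in GOs (SD, n = 3). The SD in E18O comes from replicate 3, at 0.492%, against 1.65 and 1.53% in replicates 1 and 2. Part of these values depends on reads shared with nuclear copies of mitochondrial genes. mt-Co2, mt-Co3 and mt-Atp6, with over 99% of their 100-nt stretches in other annotated genes, did not exceed 2.77 TPM as a stage mean, whereas the other 6 mitochondrial genes compared had at least 45.7 TPM. Loss of reads with more than 1 alignment is a likely reason for the near absence of these 3 genes. If so, the share of mitochondrial RNA is understated at every stage, but the lost reads were not measured. Such a loss cannot be the whole of the fall in GOs. The 4 genes with under 5% of shared stretches fell as well, with a median log2 ratio of GO to NGO of -1.32. The median of all expressed genes was -0.39 on the same TPM scale. A change of mitochondrial RNA with the stage, the hand picking of GOs and a rise of other RNA in GOs remain open, and none of them was tested.

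Reads on Y-linked genes were seen although the oocytes are female, and the paper leaves these genes out. Kdm5d (chromosome Y of GRCm38, 897,788 to 956,786) was listed at 0 TPM in E18O, 0.0144 ± 0.0146 in P1O, 0.0719 ± 0.0198 in NGOs and 0.323 ± 0.0232 in GOs, where it held 67, 76 and 73 recovered reads, more than the 3 reads that a count of 0 allows. RNA of male cells is argued against by Ddx3y, Eif2s3y and Uty, which together had 0 reads in GOs. Misplaced reads of the X-linked paralog Kdm5c are argued against by the opposite direction of Kdm5c, whose mean TPM in GOs was 0.502 times that in NGOs, and by the absence of any 100-nt stretch of Kdm5d in another annotated transcript (0 of 7,875). Transcription of a sequence related to Kdm5d that is missing from the annotation was not tested and remains open, as does a difference between the stages.

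Mid1-ps1, a pseudogene on chromosome Y (90,753,057 to 90,763,485), had 0 reads in E18O and 4.05 ± 0.511 TPM in GOs. Of its 100-nt stretches, 91.3% occur in other annotated transcripts, most of them of the X-linked gene Mid1, and Mid1 was at 0.138 ± 0.0534 TPM in E18O, 0.216 ± 0.0660 in NGOs and 20.6 ± 0.309 in GOs. RNA of male cells as their source is argued against by Ddx3y, Eif2s3y and Uty, each at 0 TPM in every stage. Reads of Mid1 on the pseudogene and other reads of its sequence cannot be told apart. Reads with more than 1 alignment were not counted, so shared stretches lose reads, and the reads themselves were not used here.

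Gm47283, also on chromosome Y (90,784,738 to 90,816,464), was at 6.22 ± 3.99 TPM in E18O, 1.88 ± 0.653 in P1O, 0.815 ± 0.135 in NGOs and 1.50 ± 0.343 in GOs. It shares 42.7% of its 100-nt stretches with other genes, most of them with Gm21887. RNA of male cells is argued against here too by Ddx3y, Eif2s3y and Uty, each at 0 TPM in every stage. Whether the reads on Gm47283 belong to a related copy or to its own sequence cannot be told apart. Reads with more than 1 alignment were not counted, and the reads themselves were not used here. The 3 E18O libraries held 45, 101 and 141 reads, so the value in E18O also varies widely between replicates.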

How the results depend on the processing

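Tests on recovered reads with limma-voom, recovered reads scaled to the same total without division by length, removal of the trend with GC content and gene length, and leaving out genes under 400 nt were chosen after seeing the data.

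The counts of called genes moved by more than 1.5 times under 3 alternatives. With a pseudocount of 0.1, 5,407 genes were called from E18O to P1O, 2,641 from P1O to NGO and 4,711 in both POT and PPT, against 3,553, 1,434 and 2,559. This pseudocount gives more weight to changes of genes with low TPM. Without a minimum fold the counts were 11,753 and 8,615 for the same pairs of stages, 13,790 in POT, 14,866 in PPT and 10,945 in both. With limma-voom on recovered reads they were 5,460, 2,755 and, in both transitions, 4,737, and 60.6% of the genes called from P1O to NGO were higher, against 72.7% on log2(TPM + 1). The cause was not tested. In POT and PPT, limma-voom called 7,710 and 9,686 genes. Under all other alternatives, including those with single replicates left out, each of these counts stayed within 1.5 times. The lowest for POT and PPT were 4,277 and 5,990, with the stricter filter of 5 TPM, which tests fewer genes. The number of genes that differed among the 4 stages ran from 12,713 (5 TPM) to 22,937 (no filter).

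The median log2 ratio of GO to NGO was -0.57 with a pseudocount of 0.1, -0.22 in recovered reads scaled to the same total and -0.037 after scaling by the median of ratios, against -0.39. It stayed below 0 under every setting run, but removal of the trend with GC content and length keeps the mean of each library and so could hardly move it. The median of ratios sets the middle of the genes used for it to no change (factors of 0.771 to 0.778 for GO and 1.04 to 1.13 for the other libraries), so the last value follows largely from its construction. This scaling moved the share of called genes that were higher in PPT from 38.3 to 59.3%. It also reduced the changes of Kit and Yy1 in PPT below significance, to -0.02 (adjusted p = 0.814 in limma, at most 0.00196 under the other alternatives) and -0.06 (0.607, at most 0.00089), while the log2 changes of Tcf3 and Tcf12 remained negative under every setting, from -1.02 to -0.45 and from -0.85 to -0.27.

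Of the gene lists, MPI genes in POT had an adjusted p of 0.348 and oocyte growth genes in PPT of 0.0521 when camera in limma estimated the correlation between genes, against ranges of 1.3e-09 to 2.6e-06 and 3.8e-07 to 7.5e-05 under the other alternatives. The larger estimated correlation (0.363 for MPI genes) widens the error of the mean of a list. The oxidative phosphorylation, condensin and granulosa cell lists did not pass camera under any alternative. Tcf3 from P1O to NGO changed from 0.03 to -0.11 (adjusted p = 0.0310 in limma) when the trend with GC content and length was removed, the lowest of its adjusted p over the alternatives (the highest was 0.943). Its sign also changed, without significance, when genes under 400 nt (-0.03) or NGO replicate 2 (-0.01) were left out. Tcf12 in POT lost significance in a limma fit of 6 libraries (adjusted p = 0.0516, with 4.3e-05 as the lowest of the alternatives). Over 38 single genes, 494 alternatives left 491 on the same side of an adjusted p of 0.05, and 1 of these, Sycp3 in POT without E18O replicate 3 (-0.12 against 0.14, without significance), changed its sign. The others were Kit, Yy1 and a gain, Smc2 in POT without E18O replicate 3. Many of the 38 genes were named for the largest changes in these data and could hardly cross an adjusted p of 0.05. The alternatives with limma-voom, with the trend with GC content and length removed and without genes under 400 nt were not run for these 38 genes. The count of 491 leaves the 2-fold limit aside. Ncapg in POT fell under that limit without E18O replicate 3 (0.84), NGO replicate 1 (0.95) or NGO replicate 3 (0.99). After scaling by the median of ratios, Ncapg in POT (0.99) and Figla in PPT (-0.73) fell under it. In the other direction, Dppa3 in PPT (-0.99) passed the limit without NGO replicate 1 (-1.06), NGO replicate 3 (-1.02) or GO replicate 2 (-1.03).

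The lowest correlation within a stage was 0.988 on the log2 scale and 0.972 in TPM. Expressed genes numbered 16,373 to 21,965 under other thresholds. The size of Group 1 ran from 3,549 to 7,363. Group 3 grew to 4,799 and Group 4 shrank to 2,826 when log2(TPM + 1) was clustered as it is, and Group 4 held 1,134 genes with rows centred only.

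With each replicate left out in turn, 18,950 to 19,174 genes were expressed, Group 1 held 5,136 to 5,458, 17,561 to 18,177 genes differed among the stages, and 5,763 to 6,088 were called in POT, 7,565 to 7,682 in PPT, 3,322 to 3,810 from E18O to P1O, 1,430 to 1,530 from P1O to NGO and 2,535 to 2,621 in both transitions. The median change in PPT ran from -0.41 to -0.36, the changes of Tcf3 and Tcf12 in PPT from -1.00 to -0.92 and from -0.85 to -0.68, and the adjusted p of camera in limma from 1.2e-08 to 2.0e-06 for MPI genes and from 9.6e-06 to 1.7e-05 for oocyte growth genes. The stage with a replicate left out was represented by 2 libraries.

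The replicate numbers were not taken to pair the libraries. Over the expressed genes, deviations of libraries with the same number correlated at -0.33 to 0.19 (median 0.01, 18 pairs across stages, 1 over 0.1). Over the 7,457 genes above 20 TPM they correlated at -0.78 to 0.76 (median 0.06, 7 over 0.1), and those with different numbers at -0.82 to 0.83 (36 pairs, 10 over 0.1). The 7 include all 3 pairs of P1O with GO (0.11 to 0.24), stages that were not compared with each other here. In none of the 4 comparisons made were all 3 over 0.1: there were 0 from E18O to P1O, 1 from P1O to NGO, 1 in POT and 2 in PPT. With the replicate number as a block, 5,869 genes were called in POT, 7,609 in PPT, 3,535 from E18O to P1O, 1,426 from P1O to NGO and 2,555 in both, and 17,833 differed among the stages. The adjusted p of MPI genes was 8.2e-07. The block changed no call of the 5 lists, of the 38 single genes above or of Tcf3 and Tcf12. Over all genes tested, the block kept 5,862 of the 5,878 calls in POT and 7,598 of the 7,608 in PPT. It kept 3,527 of 3,553 from E18O to P1O and 1,424 of 1,434 from P1O to NGO. Of the 17,921 genes that differed among the stages, 17,761 did so with the block.

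Depth limits what is seen of genes below about 0.252 TPM at 1000 nt in the shallowest library (42,716,264 reads). A TPM value of a gene under 400 nt rests on fewer reads than the same value of a longer gene.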

Differences from the paper's values

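For Pou2f2, log2(TPM + 1) in GOs is about 0 in Fig. 2g of the paper (read by eye), where the deposited TPM give 5.16. Of the alternatives set before the data were examined, 2 were run for this value, and scaling by the median of ratios (5.52) and leaving out mitochondrial genes (5.17) also differ from the figure. For the other transcription factors of Fig. 2g reported here the order of the stages matched by eye.

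The paper states that most detectable genes rose in PPT, on a scale per cell set by ERCC spike-ins. On the TPM scale, which does not carry RNA per cell, 34.3% of the expressed genes were higher in GOs and 38.3% of the called genes. After scaling by the median of ratios 47.9% of the expressed genes were higher, and 59.3% of the genes called, a majority. The 2 scales are not the same quantity. Genes of oocyte growth rose on the TPM scale as well (11 called higher, 2 lower).

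The paper places Groups 2 and 3 among the genes upregulated in POT. The groups here need not correspond to the paper's, as its text does not name the scaling before k-means. With the groups numbered here, Group 3 rose (median log2 change 1.14), a direction partly set by clustering the same stage means. Group 2 had a median of -0.07, with 166 genes called higher and 264 lower. The median of Group 2 was above 0 when rows were centred only (0.32), when log2(TPM + 1) was clustered as it is (0.11) and with genes above 5 TPM (0.07). The paper links these groups with metabolic pathways and chromosome condensation. Of 75 expressed oxidative phosphorylation genes, 58 were in Group 2 and 13 in Group 3, while its members went both ways in POT (median 0.01, 38 of 75 above 0, and 40 with an adjusted p under 0.05 in limma with no minimum fold). Of 8 condensin genes, 3 were in Group 2, 1 in Group 3 and 3 in Group 4, and 2 were called higher in POT.

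The paper describes all groups as robustly expressed in GOs, on the scale per cell. In TPM, 45.9% of Group 1 genes exceeded 1 TPM in GOs, with a median of 0.716. With genes above 5 TPM in at least 1 stage, the median of Group 1 was 10.4.

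The sizes of the 4 groups are about 7900, 5500, 3100 and 6100 genes in Fig. 1e of the paper (read by eye), against 5,277, 5,434, 3,165 and 5,197 here, all within 1.5 times, Group 1 only just. Some alternatives exceed that limit. Group 1 held 3,549 genes with genes above 5 TPM, 5,110 after scaling by the median of ratios, 5,136 without E18O replicate 3, 5,254 without P1O replicate 3, and 5,259 without NGO replicate 3 or GO replicate 3. Group 3 held 4,799 when log2(TPM + 1) was clustered as it is. Group 4 held 1,134 with rows centred only, 2,826 with log2(TPM + 1) as it is and 3,726 with genes above 5 TPM. Group 1 came nearest to the figure with log2(TPM + 1) as it is (7,363), a setting that moved Groups 3 and 4 away from it.

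Other values of the paper compared here lay within 1.5 times of those found here. The paper's 22,563 expressed genes and 33,772 others, counted on its own assembly including genes outside GENCODE, stand beside 19,073 and 36,218 in the table, and its 53,795 annotated genes without Y-linked and mitochondrial genes beside 53,686.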

Other observations

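The tests of other splits of the libraries and of granulosa cell genes were set before their results were seen. The other tests in this part were chosen after the result was seen.

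Other assignments of the libraries to stages were refitted. For POT, PPT, E18O to P1O and P1O to NGO, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many called genes, and the highest of the other splits gave 1, 1, 1 and 2 genes. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count. For the F test over 4 stages, 1 of 100 splits, the real one, gave as many genes (17,921, against 11,961 at most in the others), and chance can be excluded.

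POT and PPT share the NGO libraries. Over the 19,073 genes, the changes in POT and PPT correlated at 0.04, where simulated unchanged groups gave a median of -0.50 in 20 simulations. In both transitions 2,559 genes were called, against 0 in the simulations and 2,345 from the product of the shares. Genes higher in POT and lower in PPT numbered 1,068 (720 expected), those lower and then higher 202 (451 expected), those higher in both 563 (446 expected) and those lower in both 726 (727 expected).

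Granulosa cells surround growing oocytes, and RNA of attached cells was tested as an explanation of differences between hand-picked GOs and sorted NGOs. Of 12 expressed genes of the granulosa list, 25% were higher in GOs. Amhr2 fell from 10.6 to 1.41 TPM and Foxl2 from 7.00 to 1.26 TPM, which argues against more granulosa RNA in GOs. The median log2 change of the list was -0.96, with 2 genes called higher (Nr5a2, 3.88, and Gata4, 1.44) and 5 lower. It did not pass camera in limma (adjusted p = 0.771) but passed fry (1.5e-05). Which of these genes oocytes express themselves was not settled, and somatic RNA in NGOs, the stage sorted by FACS, is not excluded by this test. Of the other lists, 9 of 10 stromal genes were lower in GOs (Col3a1, the most abundant, was at 6.83 TPM in NGOs). Of the erythroid genes, Hbb-bs was at 39.3 TPM in E18O and 7.43 in NGOs. Of the immune genes, Cd68 was the most abundant in NGOs (1.50 TPM) and C1qb in GOs (5.33 TPM). In the endothelial list, Tek rose from 1.03 ± 0.0805 to 11.04 ± 0.749 TPM and Pecam1 from 0.629 ± 0.0168 to 8.08 ± 0.241 between NGOs and GOs (SD, n = 3). RNA of endothelial cells is argued against by the other 4 genes of this list, with a median of 0.0489 TPM in GOs, although 1 of them, Cldn5, rose from 0.261 ± 0.100 to 0.557 ± 0.0856 TPM. A rise of Tek and Pecam1 in oocytes with the stage remains a hypothesis, and hand picking remains open. The median TPM of 21 PRC1 genes was 41.6 in E18O, 35.2 in P1O, 30.5 in NGOs and 37.0 in GOs. For 13 genes of RNA polymerase II and its kinases it was 56.1, 50.6, 43.5 and 40.0, and 11 of them were lower in GOs than in NGOs. Of the 4 Y-linked genes, Kdm5d alone was above 0 in any stage mean.

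E18O replicate 3 and NGO replicate 2 deviated from the other libraries of their stages in the same genes. Over 7,457 genes above 20 TPM, their log2 deviations correlated at r = 0.77 across genes, which are not independent replicates. NGO replicate 1 correlated at -0.82 with E18O replicate 3, and at 0.76 and 0.83 with E18O replicates 1 and 2. With 3 libraries in a stage, opposite signs are in part forced, because a library is compared with the other 2. The deviation thus lies along a direction that parts E18O replicate 3 and NGO replicate 2 from E18O replicates 1 and 2 and NGO replicate 1. The SD of the deviations was 0.456 in E18O replicate 3, against 0.217 and 0.254 in E18O replicates 1 and 2, and it was 0.211, 0.256 and 0.0935 in the NGO replicates, so E18O replicate 3 stood apart in its stage, while which of NGO replicates 1 and 2 did is not decided. Deviations followed GC content, with Spearman's rho of 0.58 in E18O replicate 3, 0.60 in NGO replicate 2 and -0.59 in NGO replicate 1. GC content and gene length as the whole cause are argued against by the correlation left after their trend was removed in each library, 0.69. Lower depth is argued against by the chi-square per gene of recovered reads, at least 34.5 where sampling noise gives about 1. A library of the next stage under a wrong label is argued against by the position of both libraries, at most 0.0137 of the way to the next stage. Toward the earlier stage NGO replicate 2 lay at 0.0812, between NGO replicates 1 (0.139) and 3 (0.0541). Genes chosen after their values were seen show the size: Ndufa2 was at 446, 416 and 1177 TPM in E18O replicates 1, 2 and 3 and at 352, 796 and 451 TPM in the NGO replicates, and Snrpf at 143, 151 and 39.1 TPM and 74.1, 27.9 and 46.5 TPM. A difference in library preparation shared by both libraries is a candidate explanation that remains open, because no batch is named in the sources used here. Composition of the sorted cells is open too.

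The lower TPM of most genes in GOs than in NGOs (median log2 ratio -0.39) was weighed against explanations that come from the scale. The 100 genes that gained most held 5.32% of the TPM in NGOs and 22.6% in GOs. Leaving them out gave a median of -0.22, which argues against them as the whole cause, although the median came to -0.05 without the 1,000 genes that gained most. A trend with GC content or gene length as the whole cause is argued against by the medians of 25 classes of genes (5 by GC content crossed with 5 by length, 415 to 961 genes each), which were all below 0, from -0.56 to -0.22. The scale set by the division by length still matters: recovered reads scaled to the same total without it gave -0.22. More RNA in each GO than in each NGO, which TPM does not carry, cannot be told apart from a fall of most genes: a factor above 1.29 per cell would turn the median gene above 1 TPM in both stages into a rise. The paper's scaling to cell number addresses this factor, and the sources used here hold no values of it.

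Short noncoding genes took less of the TPM in later stages, but this share rests on few reads. In E18O, genes under 400 nt held 15.6 to 17.4% of the TPM and 0.595 to 0.720% of the reads. Gm23935 alone, listed as a miRNA gene of 57 nt, held 7.94 to 10.3% of the TPM in E18O. It held at most 0.163% of the reads of any library. Which RNA its reads came from was not tested. For 155 noncoding genes under 400 nt and above 10 TPM on average, the median log2 change was -0.85 in POT, where both stages were sorted by FACS, so hand picking is argued against for this part. A bias by length alone is argued against by 31 of these genes that were called higher in POT beside 74 called lower. In PPT the median was -1.71 (102 called lower and 16 higher), and the effect of hand picking cannot be told apart from that of the stage there, since GOs alone were picked by hand. Rn7sk, the 7SK RNA that holds the kinase P-TEFb inactive (chromosome 9 of GRCm38, 78,175,303 to 78,175,633), fell from 47360 ± 4840 TPM in E18O to 20244 ± 4252 in NGOs and 4002 ± 344 in GOs. Its log2 changes were -1.24 in POT and -2.32 in PPT (adjusted p = 7.3e-05 and 3.2e-07 in limma). It shares 61.2% of its 100-nt stretches with other annotated genes and is uncertain. Among genes of proteins bound to 7SK, Hexim1 was at 29.9, 14.9, 16.7 and 7.10 TPM in E18O, P1O, NGOs and GOs and Larp7 at 213, 188, 139 and 85.6 TPM, while Mepce stayed between 125 and 145 TPM. These genes were chosen after their values were seen. Libraries select fragments by size, and a difference of this step between stages may also contribute to a change such as -1.71. It was not tested.

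X-linked genes fell more in PPT than autosomal ones. Over 496 X-linked and 12,737 autosomal protein-coding genes, the median log2 change was -0.59 and -0.35, a difference of -0.24, and no autosome had a median below -0.44 (chromosome 3). Expression level is argued against by 10,000 random lists of autosomal genes matched on mean expression, of which 0% had a median as low (lowest -0.56). GC content and gene length are argued against by a difference of -0.30 after removal of their trend. Multicopy and germ cell families on the X chromosome are argued against by a difference of -0.22 without 73 genes of such families or of gene models without a name. In POT, with both stages sorted, the difference was -0.15 (-0.10 after removal of the trend with GC content and length), and 0.02% of the random lists were as low as the uncorrected median. This does not decide whether hand picking adds to the larger difference in PPT, and the 2 cannot be told apart there. The ratio of the median TPM of X-linked to autosomal genes was 0.933 ± 0.0611 in E18O, 0.711 ± 0.0163 in P1O, 0.728 ± 0.0215 in NGOs and 0.530 ± 0.00447 in GOs (SD, n = 3). A decrease of X-linked relative to autosomal expression along perinatal oogenesis may be a property of the stages, as a hypothesis found and tested on the same libraries.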
